# Endothelial Zeb2 preserves the hepatic angioarchitecture and protects against liver fibrosis

**DOI:** 10.1093/cvr/cvab148

**Published:** 2021-04-28

**Authors:** Willeke de Haan, Wouter Dheedene, Katerina Apelt, Sofiane Décombas-Deschamps, Stefan Vinckier, Stefaan Verhulst, Andrea Conidi, Thomas Deffieux, Michael W Staring, Petra Vandervoort, Ellen Caluwé, Marleen Lox, Inge Mannaerts, Tsuyoshi Takagi, Joris Jaekers, Geert Berx, Jody Haigh, Baki Topal, An Zwijsen, Yujiro Higashi, Leo A van Grunsven, Wilfred F J van IJcken, Eskeatnaf Mulugeta, Mickael Tanter, Franck P G Lebrin, Danny Huylebroeck, Aernout Luttun

**Keywords:** Liver sinusoidal endothelial cells, Capillarization, Zeb2, Intussusceptive angiogenesis, Liver fibrosis

## Abstract

**Aims:**

Hepatic capillaries are lined with specialized liver sinusoidal endothelial cells (LSECs) which support macromolecule passage to hepatocytes and prevent fibrosis by keeping hepatic stellate cells (HSCs) quiescent. LSEC specialization is co-determined by transcription factors. The zinc-finger E-box-binding homeobox (Zeb)2 transcription factor is enriched in LSECs. Here, we aimed to elucidate the endothelium-specific role of Zeb2 during maintenance of the liver and in liver fibrosis.

**Methods and results:**

To study the role of Zeb2 in liver endothelium we generated EC-specific *Zeb2* knock-out (*EC^KO^*) mice. Sequencing of liver EC RNA revealed that deficiency of Zeb2 results in prominent expression changes in angiogenesis-related genes. Accordingly, the vascular area was expanded and the presence of pillars inside *EC^KO^* liver vessels indicated that this was likely due to increased intussusceptive angiogenesis. LSEC marker expression was not profoundly affected and fenestrations were preserved upon Zeb2 deficiency. However, an increase in continuous EC markers suggested that Zeb2-deficient LSECs are more prone to dedifferentiation, a process called ‘capillarization’. Changes in the endothelial expression of ligands that may be involved in HSC quiescence together with significant changes in the expression profile of HSCs showed that Zeb2 regulates LSEC–HSC communication and HSC activation. Accordingly, upon exposure to the hepatotoxin carbon tetrachloride (CCl_4_), livers of *EC^KO^* mice showed increased capillarization, HSC activation, and fibrosis compared to livers from *wild-type* littermates. The vascular maintenance and anti-fibrotic role of endothelial Zeb2 was confirmed in mice with EC-specific overexpression of Zeb2, as the latter resulted in reduced vascularity and attenuated CCl_4_-induced liver fibrosis.

**Conclusion:**

Endothelial Zeb2 preserves liver angioarchitecture and protects against liver fibrosis. Zeb2 and Zeb2-dependent genes in liver ECs may be exploited to design novel therapeutic strategies to attenuate hepatic fibrosis.

## 1. Introduction

Endothelium is highly heterogeneous between different vessel types, and capillaries are lined with specialized endothelial cells (ECs) to accommodate the specific function of the organ where they reside. Transcription factors play an important role in specialization of endothelium by enhancing the expression of proteins specific for ECs in the particular organ and/or by repressing the expression of markers for EC types found in other organs or other vessel types.^1–3^ The liver has a unique dual blood supply: a mixture of oxygen-rich hepatic arterial blood and nutrient-rich portal venous blood enters the hepatic sinusoidal capillaries. Given the importance of the liver in metabolism, detoxification, and synthesis of macromolecules, efficient transfer between blood and hepatocytes is essential. To accommodate this transfer, liver sinusoidal ECs (LSECs) are highly specialized. They have fenestrae, they lack an organized basement membrane, and they have a high receptor-mediated endocytotic capacity.^4^

Maintenance of the LSEC-specific properties is important in response to liver damage. The liver is the first organ that receives blood from the intestine and is therefore frequently exposed to noxious agents that cause liver damage. Upon liver injury, hepatic stellate cells (HSCs) become activated and deposit collagen. This leads to liver fibrosis which may ultimately progress to liver dysfunction and cirrhosis. Differentiated LSECs suppress HSC activation and thus inhibit collagen deposition and attenuate fibrosis progression.^5^ However, shortly after liver damage, LSECs start to dedifferentiate, also known as ‘capillarization’. Characteristics of capillarization are the acquisition of an organized basement membrane, loss of fenestrae, and expression of continuous EC markers such as CD31 and CD34. Upon capillarization, LSECs lose their ability to inhibit HSC activation.^3^^,^^5–7^

Several studies have established unique organ-specific EC gene signatures and showed that transcription factors enriched in liver ECs co-determine the characteristic LSEC expression profiles and functions. Our previous comparative study between ECs from heart, brain, and liver confirmed the differential expression of several known LSEC-associated transcription factors (i.e. GATA4, cMAF, and TCFEC).^2^^,^^3^^,^^8^ Furthermore, we identified new LSEC-enriched transcription factors, most notably zinc-finger E-box-binding homeobox2 (Zeb2).^8^ Zeb2 is mainly known for its role in the development of the nervous system^9–12^ and its ability to stimulate epithelial-to-mesenchymal transition (EMT) in cancer.^13^ Recent studies also suggested a role for Zeb2 in liver fibrosis by showing that Zeb2 levels are increased in fibrotic livers, and the expression of Zeb2 in HSCs has been suggested to affect their activation *in vitro.*^14^^,^^15^ Furthermore, Zeb2 maintains the tissue-specific identity of Kupffer cells and its absence leads to Kupffer cell disappearance.^16^ Since HSCs deposit collagen and Kupffer cells are involved in inflammation, these are traditionally the main cell types studied in fibrosis. More recent studies, however, emphasized the importance of LSECs, yet, the role of endothelial factors in liver fibrosis remains largely unexplored. Therefore, we aimed to elucidate the role of endothelial Zeb2 in liver vascular maintenance and its impact on fibrosis.

## 2. Methods

An extended methods section and additional references are available in Supplementary material online.

### 2.1 Mice and human tissues/cells

Four mouse lines were used: (i) EC reporter mice specifically expressing green fluorescent protein (GFP) in blood-vascular ECs (*Tie2-GFP*); (ii) *Zeb2* reporter mice expressing a Zeb2-enhanced (e)GFP fusion protein driven by the endogenous *Zeb2* promoter (*Zeb2-eGFP*); (iii) tamoxifen-inducible EC-specific *Zeb2* knock-out mice (*EC^KO^*) generated by intercrossing *Cdh5-Cre^ERT^^2^* mice with mice carrying a *Zeb2* exon 7 flanked by *lox*P sites crossed onto an R26R CAG-boosted eGFP reporter background (Supplementary material online, *Figure S1A*, left); and (iv) tamoxifen-inducible EC-specific *Zeb2*-overexpressor mice carrying the *Cdh5-Cre^ERT2^* driver and two *ROSA26-Zeb2^tg/tg^* alleles (‘*EC^OE^*’; Supplementary material online, *Figure S1A*, right). For *EC^KO^* and *EC^OE^* mice, tamoxifen-treated *Cre*-negative littermates were used as wild-type (*WT*) controls. For recombination, mice were intraperitoneally (i.p.) injected with tamoxifen for 5 consecutive days. Recombination efficiency (expressed as the fraction of ECs gaining eGFP expression) was ∼90% and similar across organs and across the zonated liver vascular bed (Supplementary material online, *Figure S1B and C*). Unless indicated otherwise, 8-week-old males were used. Blood was drawn via the heart and mice were euthanized by exsanguination under ketamine (75 μg/g i.p.) and xylazine (5 μg/g i.p.) anaesthesia. Anaesthesia depth was checked by toe pinch and, if necessary, mice received another i.p. injection with 7.5 μg/g ketamine/0.5 μg/g xylazine. Mouse experiments were approved by the KU Leuven or VUB Animal Ethics Committee and performed according to the Committee’s guidelines and those from Directive 2010/63/EU. Human liver biopsies were obtained under informed consent from patients undergoing elective cholecystectomy, fixed, paraffin-embedded, and sectioned for immunofluorescence (IF) staining. Human umbilical vein ECs (HUVECs) were isolated under informed consent from the mother. The use of human material was approved by the Ethics Committee of University Hospitals Leuven and experiments were performed according to the Committee’s guidelines and the principles of the Declaration of Helsinki.

### 2.2 Maintenance and hepatotoxic models

To study the effect of endothelial Zeb2 on (vascular) maintenance, mice were euthanized under anaesthesia as described above 1, 2, or 4 weeks after the last tamoxifen injection (Supplementary material online, *Figure S1D*). Unless indicated otherwise, mRNA expression changes are shown at 2 weeks post-tamoxifen and protein expression or structural changes at 4 weeks post-tamoxifen. To study the response to acute liver injury, mice received one i.p. injection with high-dose CCl_4_ (0.6 μL/g in mineral oil) or with mineral oil alone (vehicle) as control and were sacrificed 24 h later (Supplementary material online, *Figure S1E*). To study the effect of mild fibrosis, mice were injected with low-dose CCl_4_ (0.2 μL/g in mineral oil) or vehicle three times with 1 day in between and were sacrificed 24 h (progression cohort) or 1 week (regression or ‘R’ cohort) after the last injection (Supplementary material online, *Figure S1F*). For chronic (septal) fibrosis, mice received high-dose CCl_4_ (0.6 μL/g in mineral oil) or vehicle three times per week for 4 weeks and were sacrificed 24 h (progression cohort) or 1 week (regression or ‘R’ cohort) after the last injection (Supplementary material online, *Figure S1G*). For (immuno)histological analyses, mice were euthanized under anaesthesia as described above, livers were perfusion-fixed and processed for paraffin sectioning. For other analyses, tissues were isolated, snap-frozen, and stored until further use.

### 2.3 Cell isolation and gene profiling

To study the organ-specific *Zeb2* expression, GFP^+^ ECs were isolated from *Tie2-GFP* hearts, brains, and livers (yielding >95% pure populations consisting for >99% of microvascular ECs),^2^^,^^8^ and comparative gene expression was performed by quantitative (q) real-time (RT)-PCR. To simultaneously isolate four hepatic cell types by fluorescence-activated cell sorting (FACS) on an Aria-II sorter, *EC^KO^* and *WT* (*Cre*-negative littermates) monocellular suspensions were generated by enzymatic digestion as described.^17^ The resulting suspension was filtered and centrifuged to separate hepatocytes from the non-parenchymal cell (NPC) fraction. After lysing red blood cells, the remaining NPC fraction was stained for pan-endothelial marker Meca32 (Pan-endo) and F4/80 to enable the sorting of UV^+^ HSCs, UV^−^F4/80^+^ Kupffer cells, and UV^−^Pan-endo^+^ ECs (for antibodies: see Supplementary material online, *Table S1*). RNA was isolated using Reliaprep (Promega) and sequencing was performed by the Center for Biomics-Genomics, Erasmus MC, Rotterdam. Bioinformatic processing is described in the Supplementary material online. RNA from total liver was isolated by TRIZol. cDNA was made using the GoScript™ reverse transcription system and qRT-PCR was performed using Sybr green. *Gapdh* was used as housekeeping gene after validation (Supplementary material online, *Note S1*; for primers: see Supplementary material online, *Table S2*).

### 2.4 *In vitro* angiogenesis assays and lentivirus-mediated knock-down

Lentiviruses were made using plasmids containing *ZEB2*-shRNA or GFP in human embryonic kidney 293 cells. HUVECs were cultured in EBM2 medium supplemented with EGM2-MV in gelatin-coated flasks. Cells were transduced with viruses, and on day 6 cells were either lysed in TRIzol for RNA isolation or passaged for functional analyses (i.e. proliferation, chemotactic and scratch wound migration, tube formation, and sprouting; for details: see Supplementary material online).

### 2.5 Scanning electron microscopy and ultrafast ultrasound imaging

For morphometric analysis on vascular casts, mice were euthanized under anaesthesia and livers were perfused with VasQtec resin according to the manufacturer’s instructions. Livers were saponified and casts were dried and sputter-coated, and images were recorded on a JEOL scanning electron microscope. To document fenestrae *in vivo*, mice were perfusion-fixed with glutaraldehyde. To analyse fenestrae *ex vivo*, 36-h bulk cultures from *Zeb2 WT* and *EC^KO^* livers were fixed with glutaraldehyde. Bulk cultures were used and supplemented with 0.5 ng/mL VEGF-A in order to preserve fenestrae.^18^ Liver slices and cell cultures were dried, sputter-coated and pictures were recorded on a Zeiss Sigma VP scanning electron microscope. Ultrafast ultrasound imaging was customized for the liver, as described in Supplementary material online, and was performed on the left (lateral) liver lobe, regions of interest were selected manually based on anatomical landmarks and blood volume was computed. Spatiotemporal clutter filtering based on singular value decomposition of raw ultrasonic data were used to discriminate blood from tissue motion. Bandpass frequency filters were applied on the Doppler spectrum to give access to maps of blood flow at different velocity ranges. These ranges were related to vessel calibre based on a meta-analysis in different animal species and corresponding blood volumes in these different ranges were computed as described.^19^^,^^20^ For ultrafast ultrasound imaging, mice were anaesthetized with ketamine (75 μg/g i.p.) and medetomidine (1 μg/g once i.p.) and depth was checked by toe pinch. If necessary, mice received another i.p. injection with 7.5 μg/g ketamine and 0.1 μg/g medetomidine. After the experiment (∼45 min) anaesthesia was reversed with a subcutaneous injection of atipamezole (1 μg/g).

### 2.6 Morphometric analysis and assessment of liver fibrosis and function

For histology, mice were euthanized under anaesthesia as described above and perfusion-fixed with zinc-formalin via the heart. The left liver lobe, heart, and the brain were isolated, dehydrated, embedded in paraffin and 7 µm paraffin sections were prepared. To assess general morphology and liver damage, sections were stained with haematoxylin and eosin and collagen was revealed using Sirius red, Masson’s trichrome, or antibodies against fibrillar Collagen types I/III. To analyse the zonated architecture of the liver vasculature, we used antibodies against Cytokeratin 19 and Endomucin. To further characterize liver damage, sections were stained for α-smooth muscle actin, Desmin, and Cd45. To study endothelial changes, IF stainings were performed for Pan-endo, Cd31, Cd32, Cd34, von Willebrand factor (vWF), Laminin, Lyve1, Endomucin, *Wheat Germ Agglutinin* (WGA) lectin, and Collagen type IV. To demonstrate endothelial expression of Zeb2 in *Zeb2-eGFP* mice or to assess Cre-mediated recombination in *EC^KO^* mice, livers were co-stained for eGFP and ETS-related gene (Erg) or *Bandeiraea simplicifolia* (BS)-I lectin. To analyse recombination in periportal/pericentral LSECs, recombined ECs were counted on serial cross-sections stained for Erg/eGFP and pericentral zonation marker Cytochrome P450 Family 2 Subfamily E member 1 (Cyp2e1). Hepatocyte zonation was analysed by IF staining using antibodies against pericentral markers Cyp2e1 or glutamate ammonia ligase (Glul) and periportal/midzonal marker Arginase1 (Arg1). Where necessary, amplification was performed using Cy3- or fluorescein-tyramide kits. Human liver paraffin sections were co-stained for ZEB2 and ERG. Analyses were performed in Image J and FACS data were analysed with FACS DIVA software. Antibodies are listed in Supplementary material online, *Table S1*. To assess hydroxyproline content, livers were hydrolyzed and hydroxyproline was detected as detailed in Supplementary material online. To assess hepatocyte damage, plasma alanine transferase (ALT) was measured using a Spotchem EZ system analyser (Arkray) and GPT/ALT strips (Menarini diagnostics).

### 2.7 Statistics

Quantitative data are expressed as mean ± standard error of the mean (sem). The Student's *t*-test was used to compare two groups. ANOVA with Bonferroni *post hoc* test was used to compare more than two groups. *P-*value <0.05 was considered statistically significant. GraphPad Prism 8 was used for statistical analyses. Statistical analyses for the RNA sequencing data are described in Supplementary material online.

## 3. Results

### 3.1 Zeb2 is highly expressed in liver endothelium

In our previous microarray-based studies comparing gene expression of ECs from liver, heart, and brain, *Zeb2* emerged as a transcription factor highly enriched in liver ECs.^2^^,^^8^ To confirm this finding, we sorted ECs from liver, brain, and heart from an independent group of *Tie2-GFP* mice. GFP+ cells mainly (>99%) represent microvascular ECs.^2^^,^^8^ qRT-PCR analysis revealed high enrichment of *Zeb2* expression in liver microvascular ECs (i.e. LSECs) as compared to microvascular ECs from heart and brain (*Figure 1A*). Next, using *Zeb2-eGFP* reporter mice we showed high Zeb2-reporter activity in LSECs but not in heart or brain capillary ECs (*Figure 1B–D*). Expression of Zeb2 in LSECs was uniform across periportal and pericentral sinusoids and extended also to non-sinusoidal vessels, including the portal vein, hepatic artery, and central vein (Supplementary material online, *Figure S2A*). Finally, we stained human liver biopsies for ZEB2 and confirmed its presence in human LSECs and ECs from non-sinusoidal vessels (Supplementary material online, *Figure S2B*).

**Figure 1:**
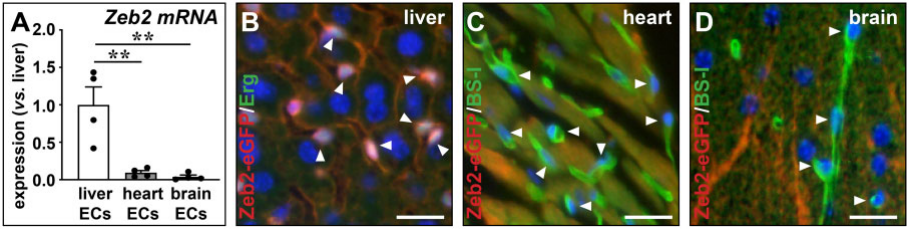
Zeb2 is highly expressed in liver endothelium. (*A*) *Zeb2* mRNA expression in ECs isolated by FACS from *Tie2-GFP* livers, hearts, and brains (*n *=* *4). (*B*–*D*) Sections of *Zeb2-eGFP* liver (*B*), heart (*C*), or brain (*D*) stained for Zeb2-eGFP (red) and EC markers Erg (green) or BS-I lectin (green). Hoechst (blue) was used as nuclear counterstain. Arrowheads indicate EC nuclei. Data are expressed as mean ± sem; **P <* *0.01 by one-way ANOVA with Bonferroni *post hoc* test. Scale bars: 50 µm. EC, endothelial cell.

### 3.2 EC-specific *Zeb2*-KO affects expression of genes related to LSEC capillarization and LSEC–HSC communication

*Zeb2* mRNA expression was also detected in HSCs, Kupffer cells, and—to a lesser extent—in hepatocytes (Supplementary material online, *Figure S3A* and *Note S2*).^14–16^^,^^21^ To study the role of Zeb2 in the EC compartment, we generated mice, in which *Zeb2* was specifically and efficiently (∼80% at mRNA level and in ∼90% of ECs) deleted upon tamoxifen treatment in endothelium (‘*EC^KO^*’ mice; Supplementary material online, *Figures S1B and S3B and C*). Expression of *Zeb1*, the family member of *Zeb2*, was unaltered in the *EC^KO^* ECs (expression relative to *WT*: 1.0 ± 0.3 for *WT* vs. 1.0 ± 0.1 for *EC^KO^*; *n *=* *4–5). To study the consequences of EC-specific *Zeb2* deletion on gene expression in liver ECs themselves and in the neighbouring cell types in the liver sinusoids (Supplementary material online, *Figure S2A*), we isolated ECs, hepatocytes, HSCs, and Kupffer cells from *EC^KO^* and *WT* livers (Supplementary material online, *Note S3*).

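RNA was sequenced from 16 libraries, with 2 libraries for each of the 4 cell types and each genotype (n = 2 per group). According to the paper's methods, 8-week-old males were used, and mRNA changes were measured 2 weeks after tamoxifen, which was injected on 5 consecutive days. Control livers came from Cre-negative littermates that received the same injections. Each library carries a label with its cell type, its genotype and a number, and the paper's text does not state which libraries came from the same mouse. The authors deposited the number of reads counted on each mouse gene, listed by Ensembl identifier and symbol, without normalization. Between 12872706 and 15690506 reads per library were counted on genes, with a median of 14806833. A gene with 3 counts had between 0.191 and 0.233 CPM (counts scaled to the total of the library), which was taken as the smallest level that this depth can show and covers counting error only. Within each cell type, the 2 libraries labelled KO were compared with the 2 labelled WT by edgeR's quasi-likelihood test, after TMM normalization and its filter on low counts. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were counted as differentially expressed. Replicates differed by far more than sampling noise in all 8 groups, and means are given with their SD over 2 libraries. The targeted gene, Zeb2 (ENSMUSG00000026872), lies on the reverse strand of chromosome 2 from 44983632 to 45117395 of GRCm38. The paper's text does not name the genome build, and 98.9% of the identifiers are in GENCODE mouse release 21, from which positions were taken. In ECs, Zeb2 had 106 ± 3.77 normalized CPM in the WT libraries and 164 ± 39.2 in the libraries labelled KO, a log2 fold change of 0.62 (standard error 0.24, adjusted p = 0.303). Both EC libraries labelled KO had more Zeb2 than either WT library, so that the Zeb2 count was not lower where the label gives its deletion. For this reason, groups are called by their labels throughout. With each EC library left out in turn, this log2 fold change stayed between 0.35 and 0.86. In HSCs, Zeb2 had 417 ± 11.0 normalized CPM in WT and 468 ± 57.9 in the libraries labelled KO (log2 fold change 0.18, standard error 0.21, adjusted p = 0.875). In Kupffer cells the values were 306 ± 9.53 and 260 ± 33.8 (log2 fold change -0.23, standard error 0.28, adjusted p = 0.961). Hepatocytes had 2.46 ± 1.51 and 1.75 ± 1.56 (log2 fold change -0.49, standard error 0.89, adjusted p = 0.904). The floxed part of the gene is exon 7, and reads were counted per gene, over all exons together. In the reference, 7 coding transcripts of Zeb2 have a seventh exon, and these are 3 distinct exons of 109, 215 and 1970 bases. The exon of 1970 bases makes up 48.5% or 49% of its transcripts, and the others between 1.94% and 4.88%. Which of them was floxed is not stated in the paper's text.

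**Figure D1:**
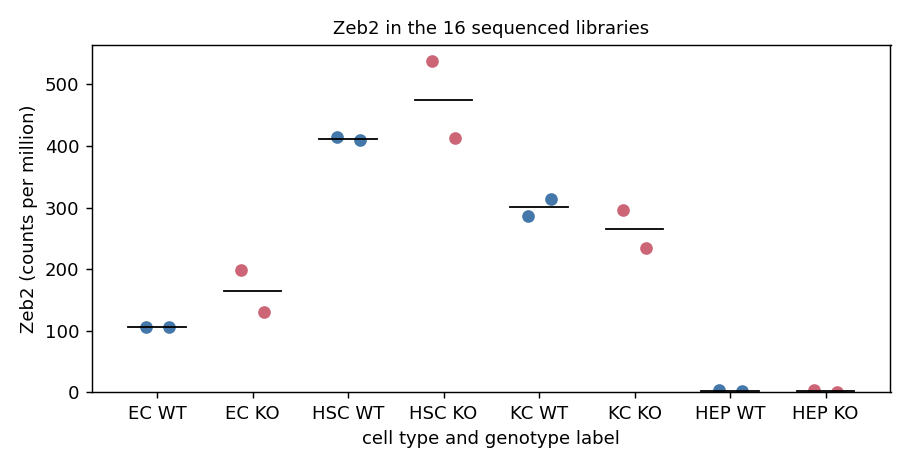
CPM of Zeb2 (vertical axis) in each of the 16 libraries (points), by cell type and genotype label (horizontal axis), with the mean of each pair as a line. The EC libraries labelled KO sit at 199 and 130.1, above the WT libraries at 106.5 and 105.7.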

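Distances between the 16 libraries were computed on log2 CPM (prior count 2) over the 500 genes most variable across all 16 libraries, of the 17210 that passed the filter. For 16 of 16 libraries, the nearest other library was of the same cell type. Distances ranged from 31.8 to 68.6 within a cell type and from 66.0 to 183 between cell types. The 10 EC markers had, at the median, between 87.4% and 113% of their mean WT EC level in the EC libraries. In the libraries of the other cell types they had between 0.273% and 4.98% of it. Kupffer cell markers reached between 0.933% and 2.17% of their own level in the EC libraries, and HSC markers between 0.606% and 2.01%. Hepatocyte RNA was followed through 857 genes called hepatocyte-enriched, with a mean of at least 10 CPM in the WT hepatocyte libraries that was at least 8 times the mean in the WT Kupffer cell libraries. The EC and HSC libraries played no part in this choice. Of these genes, 807 lay outside the ligands and targets of Figure 2C. Their median level, as a percentage of WT hepatocytes, was 11.1% and 22.9% in the EC WT libraries, against 3.44% and 2.30% in those labelled EC KO. In HSCs it was 4.05% and 8.16% in WT against 0.957% and 1.45% under the KO label. Kupffer cells had 4.69% and 8.58% in WT and 9.79% and 11.4% under the KO label. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333.

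**Figure D2:**
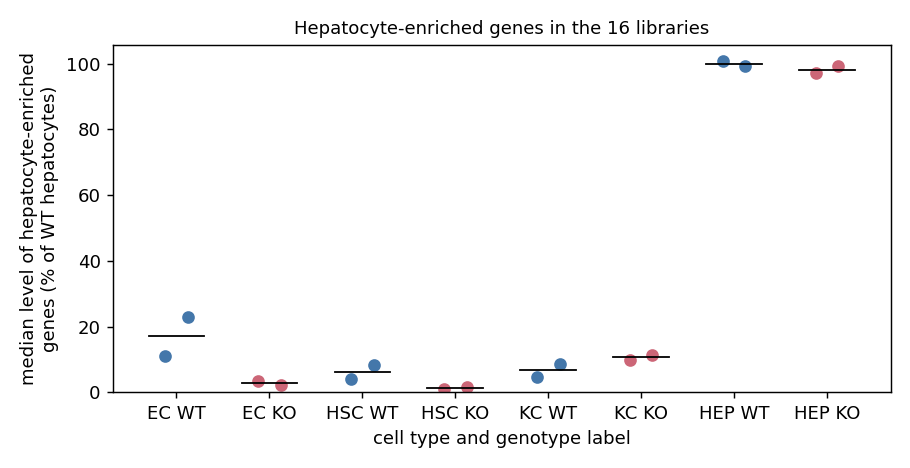
Median level of 807 hepatocyte-enriched genes in each library (points, vertical axis, as a percentage of the mean of the 2 WT hepatocyte libraries), by cell type and genotype label (horizontal axis), with the mean of each pair as a line. In ECs the WT libraries, at 11.1% and 22.9%, sit above those labelled KO, at 3.44% and 2.30%.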

Purity of the isolated cell populations was verified by qRT-PCR using acknowledged lineage markers and the different cell populations segregated according to their global expression profile determined by RNA sequencing (Supplementary material online, *Figure S4A*). The technical quality of the sequencing was verified by qRT-PCR for a random gene set on cDNA derived from RNA from the same mice (Supplementary material online, *Figure S4B*). As expected, EC-specific *Zeb2* deletion had most impact on the expression profile of LSECs themselves with 986 genes being differentially expressed (*Figure 2A* and Supplementary material online, *Figure S4C*). 

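In ECs, 305 of the 14631 genes tested were differentially expressed between the 2 libraries labelled EC KO and the 2 WT libraries, 17 higher and 288 lower under the KO label. At an unadjusted p-value under 0.05 there were 2192 genes, 711 higher and 1481 lower, where chance alone gives 732. The 2 genotypes did not overlap in normalized count for 48.5% of the genes tested, and chance gives 33.3%. On data simulated with the spread of these EC libraries, genes were changed by more than 1 log2 unit in either direction. The test called 67.0% of them, a share that does not cover smaller changes, and 5.71% of its calls were unchanged genes. The number depended on the test and on the genes tested. DESeq2 called 983 genes, and edgeR 1259 without a filter on low counts. Without the hepatocyte-enriched genes, edgeR called 0 among 13798 tested, with 1665 at an unadjusted p-value under 0.05, and DESeq2 called 372. By estimated log2 fold change, the first of the genes that rose was Hist2h2bb (ENSMUSG00000050936), with no count in WT and 10.0 ± 3.73 normalized CPM under the KO label, at least 45.3-fold higher (adjusted p = 0.0300). Rps3a3 (ENSMUSG00000059751), annotated as a processed pseudogene whose reads can be shared with its parent gene, rose by 6.97 on the log2 scale (standard error 0.59, adjusted p = 0.0190). Rerg, Map1b and Igsf23 followed with log2 fold changes of 3.53, 3.18 and 3.05. Among the 5 genes with the lowest estimates, Cyp4a14 (ENSMUSG00000028715) and Clmn (ENSMUSG00000021097) had no count under the KO label and were at least 37.1-fold and at least 32.6-fold lower. Ighg1, an immunoglobulin gene, was at least 29.0-fold lower, and Mup5, whose reads can be shared with its paralogs, at least 124-fold lower. Ces1g had a log2 fold change of -5.91 (standard error 0.84, adjusted p = 0.0310). Of these 5 genes that fell, all but Ighg1 are hepatocyte-enriched. As the Zeb2 count was not lower under the KO label, the direction of each change within these libraries rests on the label. A count per gene may not show the loss of a single exon. Outside these libraries, the paper measured some markers and ligands by qRT-PCR in more mice.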

Functional annotation revealed that loss of *Zeb2* affected platelet-derived growth factor (Pdgf) signalling and angiogenesis (*Figure 2B*). 

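Among the 17 genes that were higher in the libraries labelled EC KO, 2 belonged to a list of 105 angiogenesis genes tested in ECs, Pdgfb and Rgcc (odds ratio 18.8, one-sided Fisher's exact test, p = 0.00647, adjusted p over the 2 lists 0.0129). A list of 51 Pdgf signalling genes held 1 of the 17, Pdgfb (odds ratio 18.2, one-sided Fisher's exact test, p = 0.0577, adjusted p = 0.0577). The background was the 14631 genes tested, and both lists were written by hand in place of the annotation libraries the paper used. Pdgfb is on both lists, and Apln and Emcn are on the angiogenesis list. The paper reports these genes as higher in the same data, so that the p-values are not independent of its result. With the Reactome set on VEGF signalling in place of the angiogenesis list, 0 of the 17 genes were members, while among the 711 genes higher at an unadjusted p-value under 0.05 the hand-written list held 11 (odds ratio 2.31, Fisher's exact test, p = 0.0130). The Reactome set on PDGF signalling held 2 of the 17 (odds ratio 14.8, Fisher's exact test, p = 0.0101). Over the 711 genes, 2 were on the Pdgf signalling list (odds ratio 0.799, Fisher's exact test, p = 0.716). Rgcc (ENSMUSG00000022018) had 13.7 ± 0.521 normalized CPM in WT and 58.6 ± 16.0 under the KO label, a log2 fold change of 2.08 (standard error 0.29, adjusted p = 0.0300). It did not pass the threshold with all 16 libraries in one fit (adjusted p = 0.117). With DESeq2, RLE size factors and thinned libraries its adjusted p lay between 4.08e-07 and 0.0306. With hepatocyte-enriched genes left out, edgeR called 0 genes in ECs, so that Rgcc did not pass there either. Higher and lower refer to the labels, between which Zeb2 itself did not fall.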

Besides *Lyve1, Zeb2*-deletion did not profoundly affect LSEC marker expression *in vivo*, which confirmed our earlier *in vitro* observations.^8^ However, the expression of a subset of continuous EC markers^3^ including *Cd34, Endomucin* (*Emcn*), and *Apelin* (*Apln*) was increased (*Figure 2B*), indicative of early capillarization. 

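Lyve1 (ENSMUSG00000030787) lies on chromosome 7 from 110850607 to 110863239. It had 764 ± 126 normalized CPM in the WT EC libraries and 450.1 ± 2.71 in those labelled EC KO, a log2 fold change of -0.77 (standard error 0.24, adjusted p = 0.211). With each library left out in turn, the log2 fold change stayed between -0.92 and -0.61. Lyve1 passed the threshold with DESeq2 (adjusted p = 0.0243). None of the 6 LSEC markers tested passed it with edgeR, and Lyve1 was the only one with an unadjusted p-value under 0.05. Stab1 had a log2 fold change of -0.58 (standard error 0.25, adjusted p = 0.354). Clec4g rose by 0.67 (standard error 0.32, adjusted p = 0.409), and Msr1, Mrc1 and Stab2 by 0.35, 0.25 and 0.10. The direction is that between the labels, since Zeb2 reads were not fewer under the KO label.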

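Of the 16 continuous EC markers of Figure 2B, 9 were higher and 7 lower in the libraries labelled EC KO, and 1 passed the threshold. That gene was Cd34 (ENSMUSG00000016494, chromosome 1 from 194938819 to 194961279), with 66.1 ± 9.08 normalized CPM in WT and 213 ± 14.1 under the KO label (log2 fold change 1.67, standard error 0.22, adjusted p = 0.0293). Leaving out each library in turn kept it between 1.55 and 1.81, while the adjusted p was 0.164 with all 16 libraries in one fit. Emcn (ENSMUSG00000054690, chromosome 3 from 137341067 to 137432185) rose from 309.8 ± 67.7 to 616 ± 37.7 (log2 fold change 0.98, standard error 0.25, adjusted p = 0.140). Apln (ENSMUSG00000037010, X chromosome from 48025146 to 48034853) rose from 0.852 ± 1.20 to 9.22 ± 2.24 (log2 fold change 3.41, standard error 1.31, adjusted p = 0.301). Its log2 fold change moved between 2.43 and 10.0 with each library left out in turn, so that its size is uncertain. Emcn and Apln passed the threshold with DESeq2 (adjusted p = 0.00398 for Emcn and 0.0437 for Apln). Rgs5, which was lower, passed it with DESeq2 as well (adjusted p = 0.0195). Adjusted over the 16 genes alone, again 1 gene passed. At an unadjusted p-value under 0.05, 4 were higher and 3 lower. The lower ones were Vwf (log2 fold change -1.67), Angptl2 (-1.37) and Rgs5 (-1.35). Log2 fold changes of the 12 genes that Figure 2B draws clearly higher or lower had the drawn direction in 12 cases. That heat map was made from the same RNA sequencing data, so that this match is no independent evidence. These directions follow the labels of the libraries, and the Zeb2 count was not lower under the KO label.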

Changes in *Lyve1* and *Emcn* were confirmed at the protein level by IF staining which revealed that their zonated expression patterns were retained upon endothelial *Zeb2* deletion. Accordingly, expression of a large number of genes with a known zonated expression pattern in LSECs was unaltered by endothelial *Zeb2* loss (Supplementary material online, *Note S4*) and preferential binding of WGA lectin in the periportal regions^22^ was also preserved (Supplementary material online, *Figure S5A–C*). Furthermore, endothelial *Zeb2* loss altered gene expression in other cell types in the liver. 

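A list of 18 genes with zonated expression in LSECs, 9 pericentral and 9 periportal, was written by hand, as the paper's own list was not used here. All 18 were tested in ECs, and 0 passed the threshold, with 2 at an unadjusted p-value under 0.05. Between the labels, 5 were higher and 13 lower under EC KO, with log2 fold changes from -1.22 to 1.15 and a median of -0.25. Fabp4, on the pericentral side, had the largest rise (standard error 0.30, adjusted p = 0.142). With DESeq2, 1 of the 18 passed the threshold. On simulated data with the spread of the EC libraries, the median error of a log2 fold change was 0.298, over genes changed by more than 1 log2 unit. The label EC KO did not go with a lower Zeb2 count.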

HSCs were most profoundly affected with differential expression of 326 genes (*Figure 2A* and Supplementary material online, *Figure S4C*). 

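In HSCs, 0 of the 14390 genes tested passed the threshold between the 2 libraries labelled HSC KO and the 2 labelled HSC WT, and the smallest adjusted p-value was 0.283. At an unadjusted p-value under 0.05 there were 1259 genes, 252 higher and 1007 lower under the KO label, where chance gives 719.5. Of those 1007 genes, 407 are hepatocyte-enriched. The number depended on the test: DESeq2 called 408 genes and the fit of all 16 libraries 189. On data simulated with the spread of the HSC libraries, edgeR called 59.6% of the changed genes, with 6.50% of its calls unchanged, and DESeq2 called 75.1%, with 27.1% of its calls unchanged. Genotypes did not overlap for 40.2% of the genes. Lower and higher follow the labels, under which the ECs had no less Zeb2. The knock-out targets ECs, so that the Zeb2 count in HSCs does not bear on the labels.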

Expression changes in hepatocytes or Kupffer cells were more restricted (110 and 67 genes, respectively; *Figure 2A* and Supplementary material online, *Figure S4C*). 

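Between the Kupffer cell libraries labelled KO and WT, 0 of 13867 genes passed the threshold, with 706 at an unadjusted p-value under 0.05 (465 higher and 241 lower under the KO label), where chance gives 693. In hepatocytes 0 of 11548 genes passed, with 821 at an unadjusted p-value under 0.05 (279 higher and 542 lower), where chance gives 577. The smallest adjusted p-values were 0.933 in Kupffer cells and 0.478 in hepatocytes. DESeq2 called 72 genes in Kupffer cells and 32 in hepatocytes. The spread between replicates, as edgeR's biological coefficient of variation, was 51.0% in Kupffer cells, 42.7% in HSCs, 38.6% in ECs and 36.8% in hepatocytes. With the same spread, simulated changes of more than 1 log2 unit were called for 60.5% of the changed genes in Kupffer cells and for 69.5% in hepatocytes. These shares do not cover smaller changes.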

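For each cell type, the mean distance between libraries of different genotype labels was divided by the mean distance between libraries of the same label, over the 500 genes most variable within that cell type, which gives other distances than the genes chosen across all 16 libraries. The ratio was 1.28 in ECs, 1.23 in HSCs, 0.982 in Kupffer cells and 0.958 in hepatocytes. With 4 libraries there are 3 ways to pair them, so that no test of the ratio can pass the threshold. In HSCs the distances between labels, 74.2 to 81.9, were all larger than those within a label, 53.5 in WT and 72.6 in KO. In ECs the smallest distance between labels was 64.7, against 64.8 between the WT libraries and 59.3 between those labelled KO. Whether the difference between genotype labels itself differed between cell types was tested with an interaction term over all 16 libraries. It did so for 6 of 16152 genes between ECs and HSCs (799 at an unadjusted p-value under 0.05) and for 9 of 15348 between ECs and hepatocytes (1533). Between ECs and Kupffer cells the effect differed for 309 of 15917 genes (2454), and between HSCs and Kupffer cells for 106 of 15891 (1952). The remaining pairs gave 13 genes for HSCs against hepatocytes (1152) and 2 for Kupffer cells against hepatocytes (1326). Hepatocyte-enriched genes made up 4 of the 6, 236 of the 309 and 94 of the 106.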

Concomitantly, genotypes segregated for LSECs and HSCs, while they clustered randomly for hepatocytes and Kupffer cells, supporting a larger impact of the EC-specific knock-out on LSEC–HSC communication than on LSEC–hepatocyte or LSEC–Kupffer cell communication (Supplementary material online, *Figure S4A*). To further clarify the altered LSEC–HSC communication, we performed NicheNet ligand-target prediction analysis. As input criteria for this analysis we used the downregulated ligands in ECs and detectable expression of at least one corresponding receptor in the receiver cells, here HSCs. Multiple sets of downregulated target genes in HSCs were predicted that corresponded with downregulated ligands in LSECs (*Figure 2C* and Supplementary material online, *Figure S6*), supporting that LSEC–HSC communication was strongly affected by endothelial Zeb2. 

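Figure 2C names 24 ligands that could be matched to genes tested in ECs. All 24 were lower in the libraries labelled EC KO, with log2 fold changes from -4.04 to -2.21 and a median of -2.78, and 18 passed the threshold. Adjusted over the 24 alone, all 24 passed, which shows no stability, since the list is the paper's own calls on these data. Of the 24, 19 are hepatocyte-enriched, among them the 18 past the threshold. Apoa1 had the highest level, with 3302 ± 1605 normalized CPM in WT ECs and 438 ± 14.7 under the KO label (log2 fold change -2.93, standard error 0.41, adjusted p = 0.0300), and a mean of 18370 CPM in WT hepatocytes. Serpina1a to Serpina1e share reads between paralogs, so that their single values are uncertain. The 15 hepatocyte markers, over the same EC libraries, had log2 fold changes between -3.25 and -2.72 with a median of -2.93. Apoa1, Apob, Ttr, Fga, Serpinc1 and Serpina1c are both ligands and hepatocyte markers. Of the 52 targets of Figure 2C tested in HSCs, 51 were lower in the libraries labelled HSC KO, with a median log2 fold change of -2.45. None passed the threshold, and 48 had an unadjusted p-value under 0.05. Hepatocyte-enriched genes made up 40 of the 52. Pck1 (ENSMUSG00000027513), 1 of the 10 targets that the paper followed by qRT-PCR, had 198 ± 127 normalized CPM in WT HSCs and 17.1 ± 12.6 under the KO label (log2 fold change -3.52, standard error 0.73, adjusted p = 0.339), and 2982 CPM in WT hepatocytes. Ccl2, which WT hepatocytes had at 4.56 CPM, fell from 911 ± 845 to 167 ± 40.2 (log2 fold change -2.43, standard error 0.73, adjusted p = 0.441), a difference within the spread of the WT libraries. With DESeq2, 42 of the 52 targets passed the threshold. Genes lower at the threshold in both ECs and HSCs numbered 0, as HSCs had none, and 493 at an unadjusted p-value under 0.05, where chance gives 99.3. Of these 493, 374 are hepatocyte-enriched. From the downregulated targets in HSCs that corresponded with downregulated ligands in LSECs, the paper draws support for a strong effect of endothelial Zeb2 on the communication between LSECs and HSCs. The directions given here are those between the labels, and the Zeb2 count was not lower under KO.

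**Figure D3:**
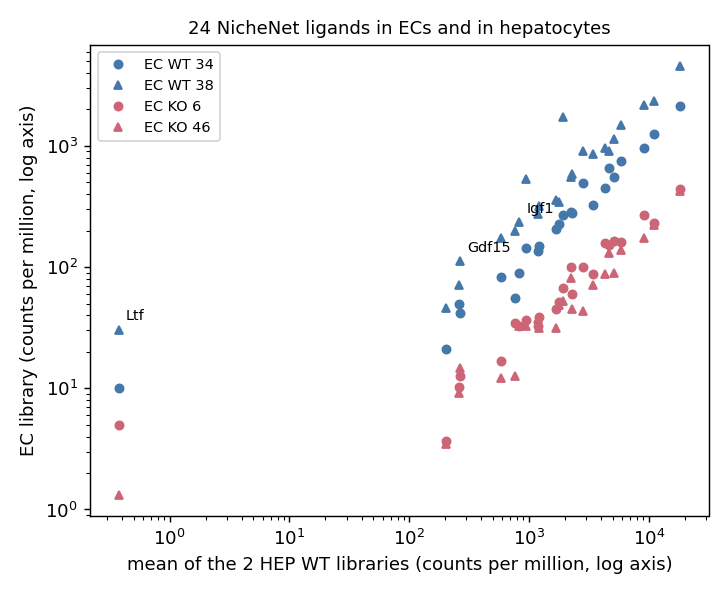
CPM of the 24 ligands in each of the 4 EC libraries (vertical log axis) against their mean in the 2 WT hepatocyte libraries (horizontal log axis), with 1 point per ligand and library. The WT libraries (blue) lie above those labelled KO (red), and Ltf, at 0.375 in hepatocytes, lies apart from the other ligands.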

Downregulated LSEC ligands included growth/differentiation factor 15 (*Gdf15*),^23^ lactoferrin (*Ltf*),^24^ and insulin-like growth factor-1 (*Igf1*)^25^ which are known to attenuate liver fibrosis. 

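Gdf15 (ENSMUSG00000038508, chromosome 8 from 70629393 to 70632456) had 75.8 ± 46.6 normalized CPM in WT ECs and 13.8 ± 2.22 in the libraries labelled EC KO, a log2 fold change of -2.48 (standard error 0.47, adjusted p = 0.0587). Hepatocytes of WT mice had 267 CPM. Igf1 (ENSMUSG00000020053, chromosome 10 from 87858265 to 87937042) fell from 161 ± 98.0 to 32.8 ± 1.72 (log2 fold change -2.31, standard error 0.44, adjusted p = 0.0597), and WT hepatocytes had 829. Ltf (ENSMUSG00000032496, chromosome 9 from 111019271 to 111042767) fell from 19.9 ± 13.9 to 3.11 ± 2.44 (log2 fold change -2.69, standard error 0.77, adjusted p = 0.176). The other 7 neutrophil markers tested in ECs were lower as well, with a median log2 fold change of -1.79. All 3 ligands passed the threshold with DESeq2 (adjusted p = 4.77e-06 for Gdf15, 2.57e-06 for Igf1 and 0.00526 for Ltf). With each library left out in turn, the log2 fold change lay between -3.0 and -1.64 for Gdf15, between -2.83 and -1.48 for Igf1 and between -3.85 and -1.70 for Ltf. As elsewhere, lower means lower under the KO label, where Zeb2 reads were not fewer.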

We confirmed the downregulated expression of these ligands in LSECs and a subset of their fibrosis-related target genes in HSCs on an extended set of mice (*Figure 2C* and Supplementary material online, *Note S5*).

**Figure 2:**
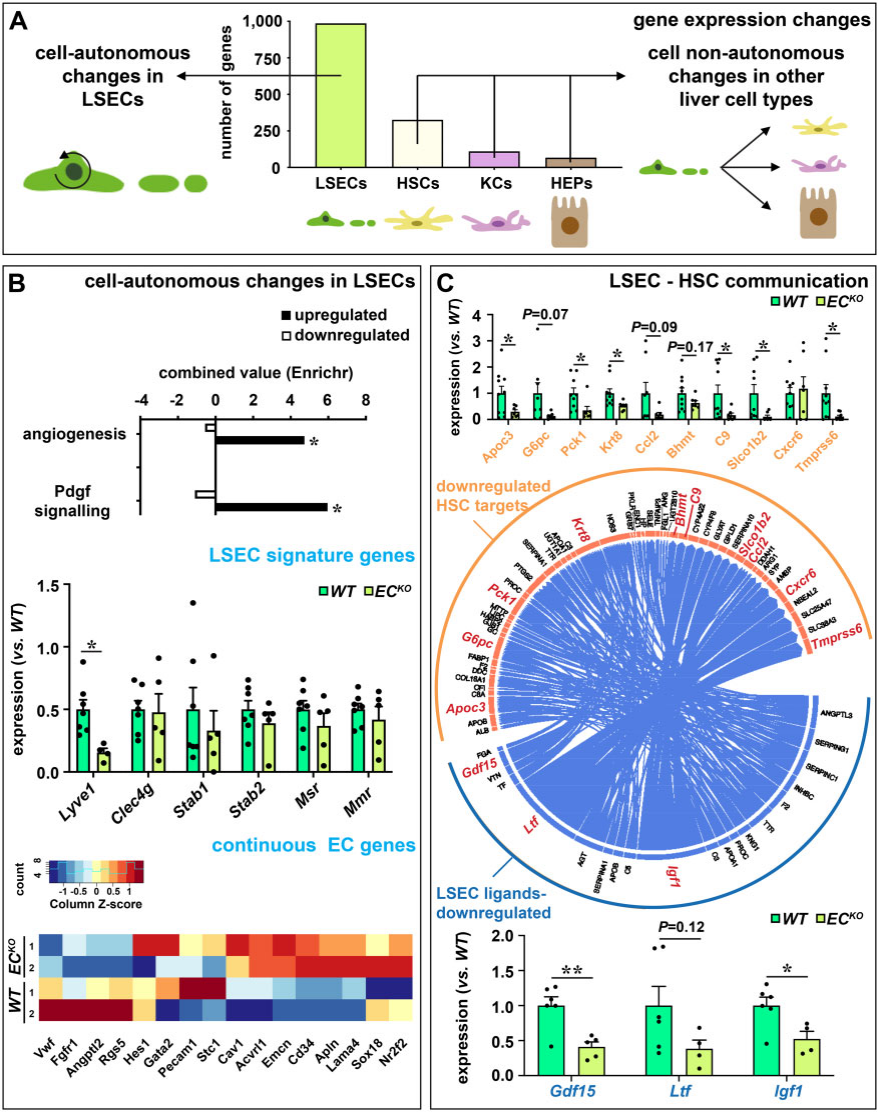
EC-specific *Zeb2*-KO alters expression of genes related to LSEC capillarization and HSC communication. (*A*) Number of differentially expressed genes in LSECs, HSCs, KCs, and HEPs (*n *=* *2). (*B*) Pathways affected by *Zeb2* (based on Enrichr analysis; *n *=* *2; top). Expression of LSEC markers (determined by qRT-PCR on an extended set of mice; *n = *5–7; middle) and continuous EC markers (heat map generated from the RNA sequencing dataset; *n = *2*;* bottom). (*C*) NicheNet-based predictions of ligands downregulated in LSEC source cells and targets downregulated in HSC target cells (*n *=* *2; middle). Expression of LSEC-derived ligand genes (bottom) and HSC target genes (top; highlighted in red in the middle diagram; determined by qRT-PCR on an extended set of mice; *n *=* *5–7). Data are expressed as mean ± sem; *P <* *0.05, **P <* *0.01 by the Student’s *t*-test. EC, endothelial cell; HEPs, hepatocytes; HSC, hepatic stellate cell; KCs, Kupffer cells; LSEC, liver sinusoidal endothelial cell; *WT*, wild-type.

### 3.3 EC-specific *Zeb2*-KO distorts the angioarchitecture of the liver

Next, we investigated the consequences of endothelial loss of *Zeb2* and impaired LSEC–HSC communication on the liver phenotype 4 weeks post-tamoxifen treatment. Body and liver weight were unaffected (Supplementary material online, *Figure S7A*). Despite the perturbed LSEC–HSC communication, no signs of fibrosis were detected in unchallenged *EC^KO^* livers (Supplementary material online, *Figure S7B*). Given the altered expression profile related to angiogenesis and LSEC capillarization of *Zeb2*-deficient LSECs (*Figure 2B*), we studied the liver vasculature in detail in *EC^KO^* mice and their *WT* littermates. Pan-endo staining revealed that the total vascular surface area was significantly increased in *EC^KO^* livers at 1, 2, and 4 weeks post-tamoxifen (*Figure 3A* and Supplementary material online, *Figure S7E* and *Note S6*). The vascular expansion occurred at the level of the small Cd32^+^ sinusoidal vessels but also in the medium-sized vessels, without disturbing the ratio of portal vs. central veins (*Figure 3B and C* and Supplementary material online, *Figure S7F*). Vascular expansion was not observed in brain or heart, which was likely not due to reduced recombination efficiency but rather to the low Zeb2 levels in these tissues (Supplementary material online, *Figures S1B and S7G and H*). Since it is unknown whether the gain of continuous EC markers is associated with loss of fenestrae,^3^^,^^26^ we studied fenestration by scanning EM on liver slices and cultured liver cells and we observed that *EC^KO^* mice had no obvious defects in fenestration *in vivo* or *ex vivo*, as evidenced by a preserved porosity index (Supplementary material online, *Figure S7C and D*). These results show that LSECs only partially dedifferentiate upon *Zeb2* loss. To study how Zeb2 affects the overall ultrastructure of the vasculature, we injected mice via the portal vein with resin to create vascular corrosion casts of the liver. Analysis of these casts showed that the sinusoidal network of *EC^KO^* mice was denser and more irregular in shape with an increased vessel diameter compared to *WT* (*Figure 3D*).

**Figure 3:**
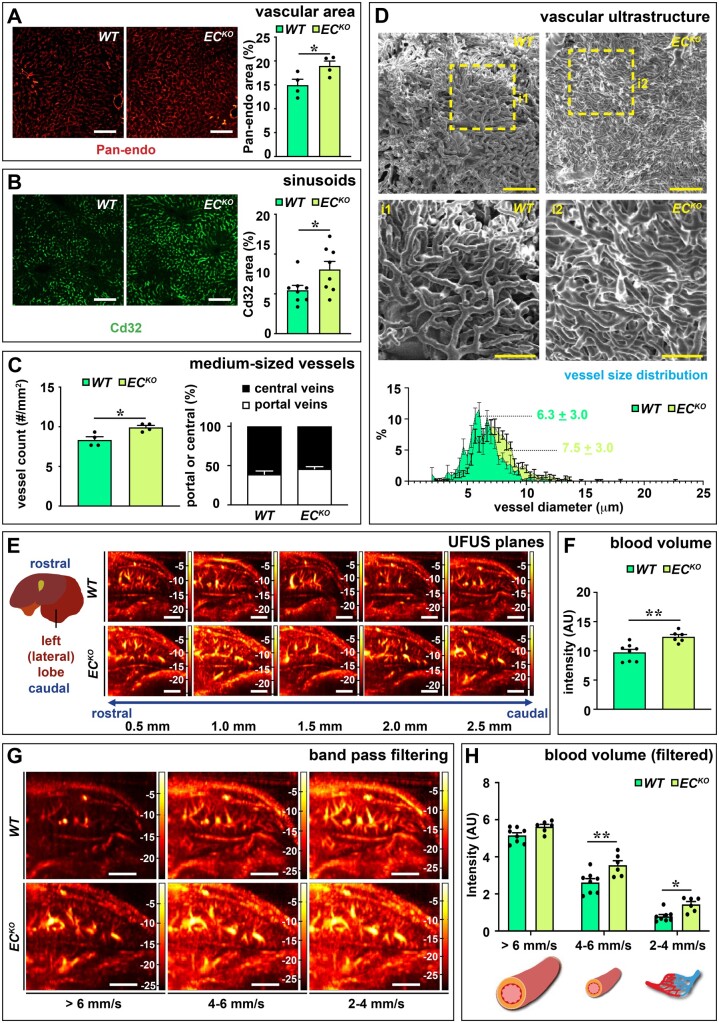
EC-specific *Zeb2*-KO distorts the angioarchitecture of the liver. (*A* and *B*) Hepatic Pan-endo^+^ (*n = *4) and Cd32^+^ area (*n = *8). (*C*) Number of medium-sized vessels counted on Pan-endo-stained sections (*left; n *=* *4) and the ratio of portal vs. central veins (*right*; *n *=* *8). (*D*) Representative scanning EM images of vascular corrosion casts and size distribution of sinusoidal diameter (*n = *7–9; *bottom*). (*E*) Representative selection of vascular planes recorded by UFUS imaging of the left (lateral) lobe. (*F*) Hepatic blood volume before bandpass filtering (*n = *6–8). (*G* and *H*) Representative Doppler images showing blood flow bandpass filtering in the region of interest for three different speed ranges, corresponding to three-vessel size ranges (*G*) and quantification of blood volume (*n = *6–8) (*H*). Data are expressed as mean ± sem, ultrafast ultrasound data are expressed in AU as mean ± sem. *P <* *0.05, **P <* *0.01 by the Student’s *t*-test (*A, B, C*, and *F*) or two-way ANOVA with Bonferroni *post hoc* test (*H*). Scale bars: 3 mm in *E* and *G*; 100 µm in *A, B*, and *D*; and 50 µm in *D*, inset. AU, arbitrary units; EC, endothelial cell; UFUS, ultrafast ultrasound; *WT,* wild-type.

To study and confirm the vascular expansion in the liver in a more integral and functional manner in RT in living mice, we customized an ultrafast ultrasound protocol for the liver. Ultrafast ultrasound allows for highly sensitive and wide-field-of-view Doppler imaging of blood vessels far beyond conventional ultrasonography (Supplementary material online, *Figure S8*).^19^ Ultrafast ultrasound on the left lateral liver lobe revealed that, while the general anatomy of the liver vascular tree remained largely preserved upon EC-specific *Zeb2-*KO (*Figure 3E*), there was an increase in blood volume in the liver of *EC^KO^* mice as compared to their *WT* littermates (*Figure 3F*). Furthermore, bandpass frequency filtering showed that the increase in blood volume was due to a significant expansion of medium-sized vessels and small (capillary/pre-capillary) vessels (with blood flow velocity of 4–6 and 2–4 mm/s, respectively;^20^  *Figure 3G and H*) which was in accordance with our histological observations.

### 3.4 Endothelial *Zeb2*-KO promotes intussusceptive angiogenesis

To learn more about the underlying mechanism of vascular expansion, we studied the direct effect of *ZEB2* knock-down (KD) *in vitro* on EC proliferation, migration, and tube formation. Since primary LSECs are hard to maintain in culture, we used HUVECs in which we silenced *ZEB2* via a lentivirus expressing a *ZEB2*-shRNA. *ZEB2*-KD did not affect proliferation, migration, or sprouting (Supplementary material online, *Figure S9A–C*). Branch formation on matrigel was, however, increased in *ZEB2*-KD HUVECs and the network was longer compared to HUVECs with unperturbed *ZEB2* expression (Supplementary material online, *Figure S9D*), suggesting the vascular expansion was due to altered EC organization rather than proliferation.

To evaluate whether the vascular expansion *in vivo* was also independent of proliferation, we quantified the total number of ECs and proliferating ECs. EC numbers (Erg^+^ cells) were not altered in liver sections (*Figure 4A*) and accordingly, the number of Ki67^+^ Erg^+^ cells was also unaffected in livers of *EC^KO^* vs. *WT* littermates, indicating no change in proliferation (*Figure 4B*). Since non-proliferative vascular expansion is indicative of intussusceptive angiogenesis,^27^ we used vascular corrosion casts to study the presence of signs of intussusceptive angiogenesis. Interestingly, we observed a significant increase in the number of pillars, the ultrastructural hallmark of intussusceptive angiogenesis,^27^ on vascular corrosion casts of *EC^KO^* as compared to *WT* livers (*Figure 4C*), suggesting that endothelial Zeb2 modulates intussusceptive angiogenesis in the liver.

**Figure 4:**
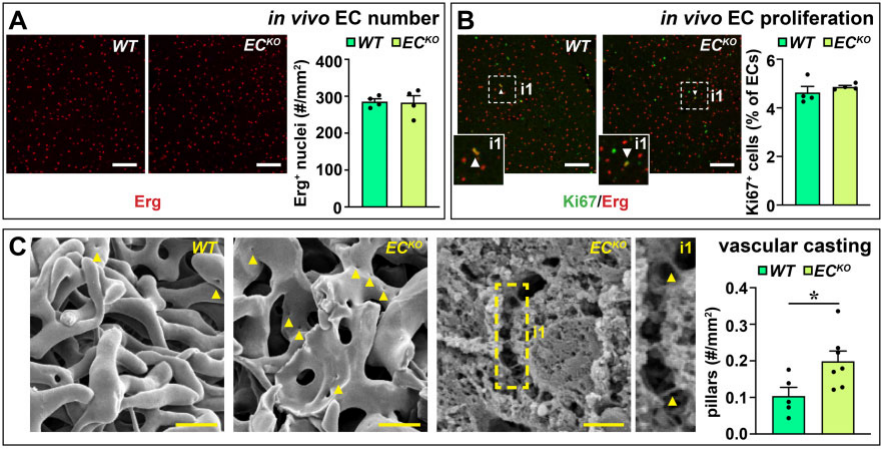
Endothelial *Zeb2*-KO promotes intussusceptive angiogenesis. (*A* and *B*) Number of Erg^+^ ECs (*A*; *n *=* *4) and % of Ki67^+^ Erg^+^ ECs (*B*; *n *=* *4). Arrowheads indicate proliferating ECs. (*C*) Representative scanning EM images of vascular corrosion casts (left) or a liver slice (middle) of an *EC^KO^* mouse and corresponding quantification (right) of number of intussusceptive pillars (*n *=* *5–7). Arrowheads indicate pillars. Data are expressed as mean ± sem; *P <* *0.05 by the Student’s *t*-test. Scale bars: 20 µm in *C, left*; 5 µm in *C*, middle. EC, endothelial cell; *WT*, wild-type.

### 3.5 Endothelial *Zeb2*-KO aggravates toxin-induced liver fibrosis independent of HEP zonation

In our RNA sequencing analysis we observed that endothelial *Zeb2* deletion changed the LSEC–HSC communication, in part by lowering the endothelial expression of ligands previously shown to attenuate fibrosis (*Figure 2B and C*). Since HSC activation is a key mediator during fibrogenesis, we hypothesized that endothelial loss of *Zeb2* would aggravate the response to a fibrotic challenge. Indeed, after a 1-week exposure to a low-dose of the hepatotoxin CCl_4_, *EC^KO^* livers had increased perivascular and parenchymal fibrosis compared to *WT* livers (*Figure 5A*). Repeated exposure to high-dose CCl_4_ for 4 weeks caused regional septal fibrosis in *WT* livers; however, septal fibrosis was more widespread in *EC^KO^* livers (*Figure 5B*). Increased fibrosis was confirmed by higher hydroxyproline content and more fibrillar Collagen type I and III deposition in CCl_4_-treated *EC^KO^* livers (Supplementary material online, *Figure S10A–C*). Accordingly, CCl_4_-treated *EC^KO^* livers had increased signs of HSC activation and inflammation in the fibrotic septa (*Figure 5C–E*). Increased fibrosis and HSC activation were also apparent from the significantly increased liver expression of genes related to these processes, including *Tgfb1, Tgfb2, Tgfb3, Col1a1, Col1a3*, and *Pdgfrb* after 4 weeks of CCl_4_ treatment (Supplementary material online, *Figure S10D*). In both mild CCl_4_ injury and chronic high-dose CCl_4_ injury, the difference in fibrosis was similar in the regression phase (i.e. 1 week after the last CCl_4_ injection; *Figure 5A and B*), indicating that endothelial Zeb2 mainly affects fibrosis progression rather than the regenerative response that occurs upon removal of the fibrotic challenge.

**Figure 5:**
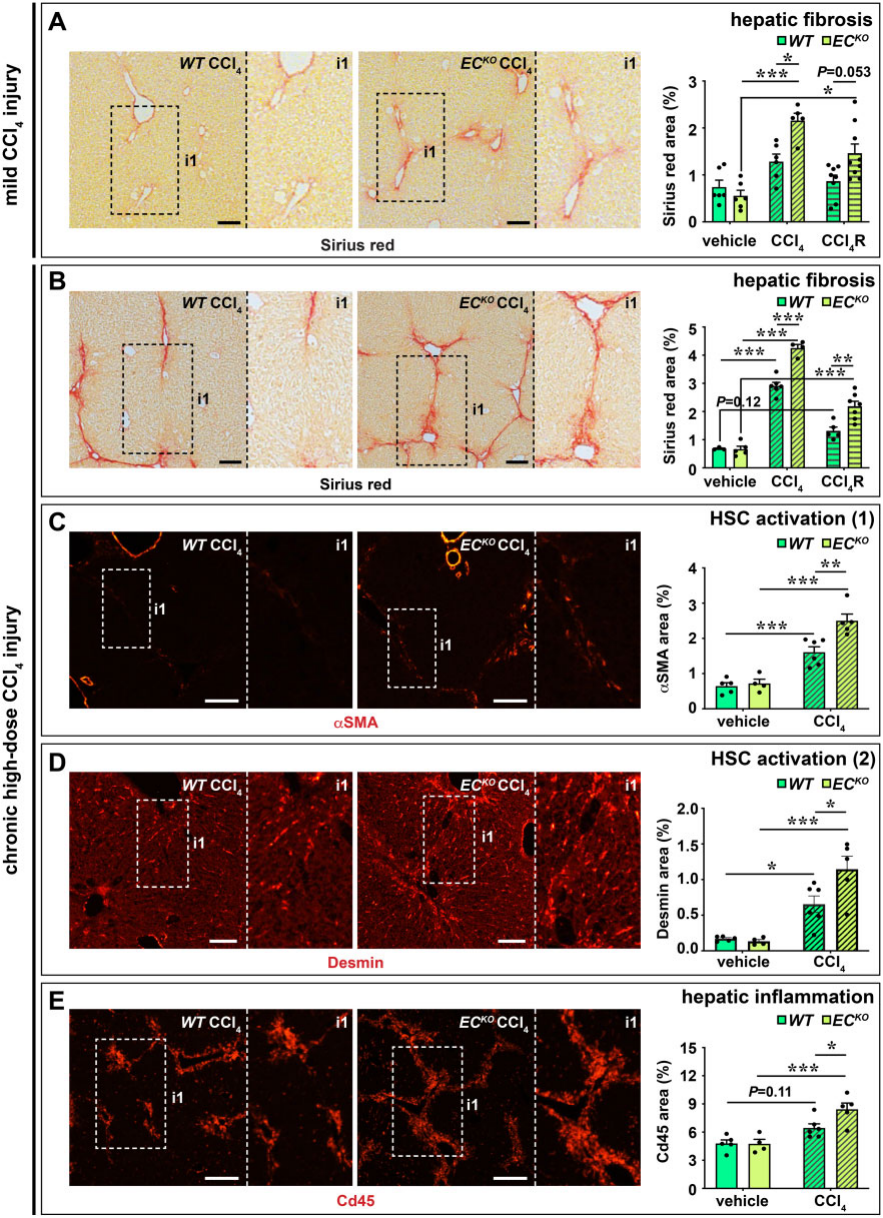
Endothelial *Zeb2*-KO promotes toxin-induced liver fibrosis. (*A*) Collagen content (Sirius red^+^ area; *n *=* *6–9) after treatment with oil (vehicle) or 1 week low-dose CCl_4_. Livers were analysed 24 h (progression cohort) or 1 week after the last oil or CCl_4_ injection (regression cohort ‘R’). (*B*) Collagen content (Sirius red^+^ area; *n *=* *3–7) after treatment with oil (vehicle) or 4 weeks high-dose CCl_4_. Livers were analysed 24 h after last oil or CCl_4_ injection (progression cohort) or 1 week after last oil or CCl_4_ injection (regression cohort ‘R’). (*C*–*E*) α-Smooth muscle actin (SMA)^+^ area (*C*; *n *=* *4–6), Desmin^+^ area (*D*; *n *=* *4–6), and Cd45^+^ area (*E*; *n *=* *4–6) after treatment with oil (vehicle) or high-dose CCl_4_. Data are expressed as mean ± sem; *P <* *0.05, **P <* *0.01, ***P <* *0.001 by one-way ANOVA with Bonferroni *post hoc* test. Scale bars: 100 µm. EC, endothelial cell; HSC, hepatic stellate cell; *WT*, wild-type.

To study if hepatocyte damage was affected by endothelial Zeb2 we measured plasma ALT levels after a single CCl_4_ injection. ALT levels were strongly increased but similar in both genotypes indicating that the difference in fibrotic response cannot be explained by a difference in hepatocyte injury (Supplementary material online, *Figure S11A*). Since the expression of Cyp2e1—the enzyme responsible for the generation of the toxic metabolite of CCl_4_—is zonated, we investigated whether loss of endothelial *Zeb2* could affect fibrosis by skewing Cyp2e1 expression in particular and hepatocyte zonation in general. First, we found that the pattern of CCl_4_-induced necrosis was pericentral and similar in both genotypes (Supplementary material online, *Figure S11A*). 

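A list of 39 genes with zonated expression in hepatocytes, 18 pericentral and 21 periportal, was written by hand, and 38 of them were tested in the hepatocyte libraries. Between the 2 libraries labelled HEP KO and the 2 labelled HEP WT, 0 passed the threshold, with 2 at an unadjusted p-value under 0.05. Their log2 fold changes ranged from -1.56 to 1.18 with a median of 0.15. Cyp2e1 had 5388 ± 1541 normalized CPM in WT and 6275 ± 4116 under the KO label (log2 fold change 0.22, standard error 0.46, adjusted p = 0.920), a difference smaller than the spread between replicates. Glul and Arg1 had log2 fold changes of 0.17 and 0.36 (adjusted p = 0.923 and 0.818). For all 3 genes the sign changed when 1 library was left out.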

Second, there was only 1 of the 67 hepatocytic DEGs (*Figure 2A* and Supplementary material online, *Figure S4C*) overlapping with a list of genes previously shown to have a zonated expression in the liver parenchyma (Supplementary material online, *Figure S11B* and *Note S7*).^28^ 

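The EC libraries gave values for Wnt2, Wnt9b, Rspo3 and Gata4. Wnt2 (ENSMUSG00000010797, chromosome 6 from 17988940 to 18030585) had 219 ± 71.3 normalized CPM in WT and 216 ± 17.7 under the KO label (log2 fold change -0.03, standard error 0.27, adjusted p = 0.98), and its sign changed with all 16 libraries in one fit (0.013). Gata4 went from 455 ± 150 to 427 ± 122 (adjusted p = 0.925). Rspo3 had a log2 fold change of -0.57 (standard error 0.26, adjusted p = 0.389). Wnt9b fell from 10.7 ± 2.26 to 4.61 ± 1.27, which is 1 of the 2 zonated LSEC genes with an unadjusted p-value under 0.05 (adjusted p = 0.297). None of the 4 genes passed the threshold, under a KO label that did not come with fewer Zeb2 reads.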

Third, *Zeb2* deficiency in LSECs did not alter their expression of angiocrine factors (*Wnt2, Wnt9b, Rspondin3* or *Rspo3*)^29–31^ or transcription factors (*Gata4*)^32^ known to affect hepatocyte zonation (Supplementary material online, *Figure S11B*). Finally, the zonated expression pattern of hepatocyte markers Glul, Cyp2e1, and Arg1 was preserved upon endothelial *Zeb2* loss (Supplementary material online, *Figure S11C–E*).

### 3.6 Endothelial *Zeb2*-KO aggravates toxin-induced LSEC capillarization

One of the early events during toxin-induced liver fibrosis is endothelial damage and capillarization which may further stimulate HSC activation and collagen deposition.^6^ In our RNA sequencing analysis we observed that endothelial *Zeb2* deletion in the non-challenged liver already increased the expression of a subset of continuous EC markers, indicative of early capillarization.^3^ Therefore, we hypothesized that capillarization of *Zeb2*-deficient LSECs would be intensified by a fibrotic challenge. Indeed, upon exposure to CCl_4_, the sinusoidal endothelium of *EC^KO^* mice showed increased vWF expression^33^ suggesting more EC damage (*Figure 6A*). Furthermore, *Zeb2 EC^KO^* livers showed more capillarization, evident from the gain of continuous EC markers Cd34 and Cd31, loss of the LSEC marker Cd32, and the acquisition of a Laminin- and Collagen Type IV-containing basement membrane (*Figure 6B–F* and Supplementary material online, *Note S8*). In agreement with the reported correlation between fibrosis progression and angiogenesis,^7^ CCl_4_-induced fibrosis was accompanied by vascular expansion (average increase in Pan-endo area of 44 ± 6%), however, this angiogenic response was not boosted by endothelial *Zeb2*-KO (Supplementary material online, *Figure S12A*). Increased capillarization was also apparent from the increased liver expression of related genes, including *Cd34, Lama1, Lama4, Col4a1*, and *Col4a2* after 4 weeks of CCl_4_ treatment (Supplementary material online, *Figure S12B*).

**Figure 6:**
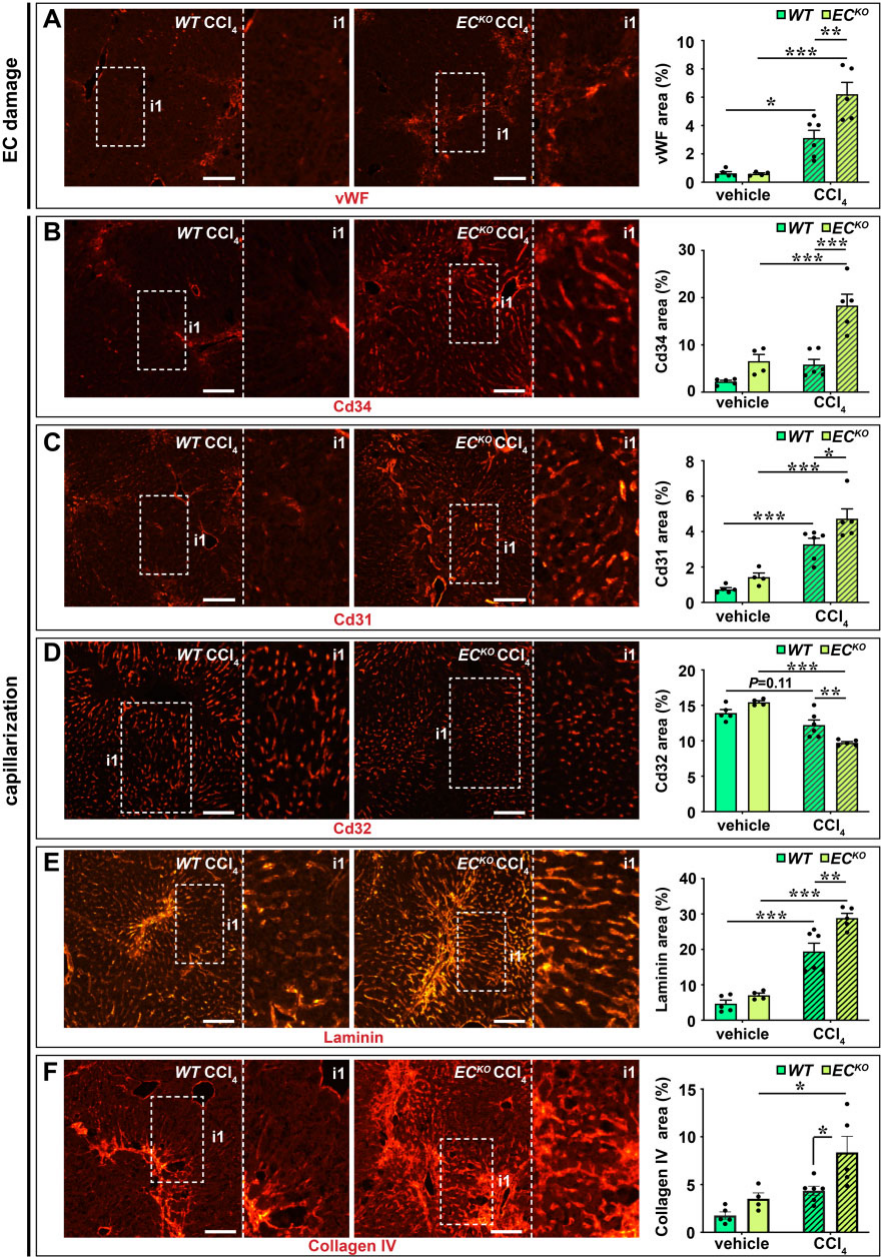
Endothelial *Zeb2*-KO promotes toxin-induced LSEC damage and capillarization. (*A*–*F*) vWF^+^ area (*A*), Cd34^+^ area (*B*), Cd31^+^ area (*C*), Cd32^+^ area (*D*), Laminin^+^ area (*E*), and Collagen type IV^+^ area (*F*) in livers after treatment with oil (vehicle) or 4 weeks high-dose CCl_4_. Data are expressed as mean ± sem; *n *=* *4–7. *P <* *0.05, **P <* *0.01, ***P <* *0.001 by one-way ANOVA with Bonferroni *post hoc* test. Scale bars: 100 µm. EC, endothelial cell; vWF, von Willebrand factor; *WT*, wild-type.

### 3.7 Endothelial *Zeb2-*overexpression reduces vascular expansion and toxin-induced fibrosis

Our data suggest that endothelial Zeb2 preserves normal liver angioarchitecture and protects against fibrosis. To directly demonstrate this via a complementary approach, we generated mice that conditionally (Cre-dependently) overexpress *Zeb2* in ECs (‘*EC^OE^*’ mice; *Figure 7A* and Supplementary material online, *Figure S1A*, right). Like endothelial *Zeb2-*KO, gain of endothelial *Zeb2* expression did not affect body or liver weight (Supplementary material online, *Figure S13A*). *Zeb2*-overexpression in ECs caused reduced vascularity in unchallenged mice (*Figure 7B* and Supplementary material online, *Figure S13B* and *Note S9*), and fibrosis was attenuated in *EC^OE^* mice mildly or chronically challenged with CCl_4_ (*Figure 7C* and Supplementary material online, *Figure S13C*) further confirming our observations in *EC^KO^* mice and directly supporting the anti-fibrotic role of Zeb2 in LSECs.

**Figure 7:**
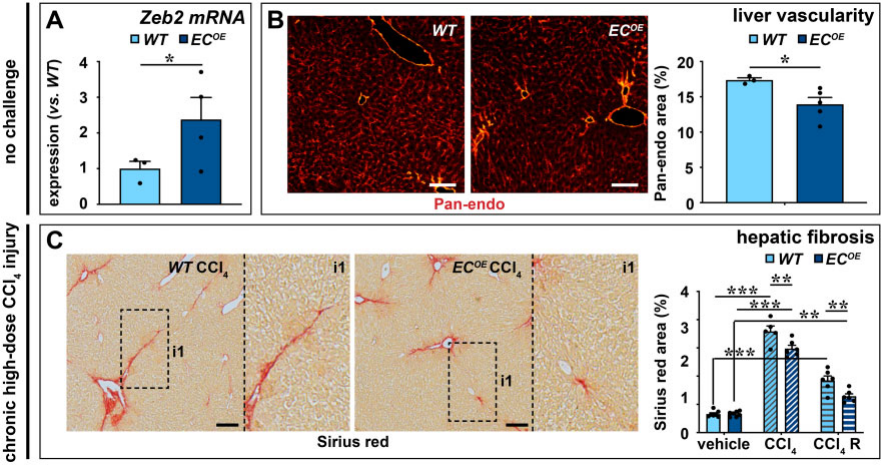
Endothelial *Zeb2-*overexpression reduces vascular expansion and toxin-induced fibrosis. (*A*) Expression of *Zeb2* in ECs from *WT* or EC-specific Zeb2 overexpressing (‘*EC^OE^*’ mice; *n *=* *5). (*B*) Pan-endo^+^ area 4 weeks after the last tamoxifen injection (*n *=* *3–5). (*C*) Collagen content (Sirius red^+^ area; *n *=* *5–7) mice 24 h after the last injection of oil or CCl_4_ (progression cohort) or 1 week after the last CCl_4_ injection (regression cohort ‘R’). Data are expressed as mean ± sem; *P <* *0.05, **P <* *0.01, ***P <* *0.001 by the Student’s *t*-test (*A* and *B*) or one-way ANOVA with Bonferroni *post hoc* test (*C*). Scale bars: 100 µm. EC, endothelial cell; *WT*, wild-type.

## 4. Discussion

Our organs are equipped with a microvascular network specifically adapted to support the organ's function. Identifying what determines these specific endothelial features and how they change during pathological conditions is important to design procedures to diagnose and treat organ-specific diseases. Here, we show that high levels of the transcription factor Zeb2 are expressed in the liver endothelium as compared to endothelium in heart and brain. Endothelial Zeb2 preserved the hepatic angioarchitecture and attenuated the fibrogenic response upon (chronic) exposure to a hepatotoxin.

A key observation of our study was that *Zeb2* deletion in ECs of adult mice caused the liver vasculature to expand. Even though we used a generalized approach to delete *Zeb2* in ECs, vascular expansion did not occur in heart or brain, which is in agreement with the very low levels of Zeb2 in endothelium in these organs and an organ-specific role for Zeb2 in the liver. In a previous study using a *Tie2-Cre* driver line to conditionally delete *Zeb2* in ECs and haematopoietic cells, no major defects of the developing liver vasculature were found but mice died *in utero* because of brain haemorrhage due to the *Zeb2* deletion in the haematopoietic lineage.^34^ Here, we used a more EC-specific and tamoxifen-inducible Cre driver line (*Cdh5-Cre^ERT^^2^*) to be able to study the role in liver ECs in adult mice. Our detailed microscopic and ultrastructural analyses of *EC^KO^* mice did reveal expansion of the adult liver's vasculature and significant irregularities in the angioarchitecture.

Previously, it was suggested that *ZEB2* has a pro-angiogenic effect; however, the effects of *ZEB* were indirectly evaluated^35^ or only observed upon high-glucose exposure *in vitro*.^36^ We found that KD of *ZEB2* in HUVECs did not affect their proliferative, migratory, or sprouting behaviour but did increase their ability to branch. Complementary to our *in vitro* findings, endothelial *Zeb2*-KO did not affect EC proliferation *in vivo* in the liver, but the presence of pillars suggested the induction of a non-sprouting/non-proliferative type of angiogenesis, known as intussusceptive angiogenesis.^27^ Intussusceptive angiogenesis can cause rapid vascular expansion,^27^ which is compatible with our observation that EC-*Zeb2*-deficient mice showed vascular expansion within 1 week after deletion. The molecular mechanisms underlying intussusceptive angiogenesis remain largely unknown, although a number of candidate regulators have been identified including Pdgf-b^37^ and Notch1.^38^  

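In the EC libraries, Pdgfb (ENSMUSG00000000489, chromosome 15 from 79995874 to 80014977) had 2.55 ± 1.20 normalized CPM in WT and 18.4 ± 3.62 under the KO label, a log2 fold change of 2.83 (standard error 0.50, adjusted p = 0.0492). With all 16 libraries in one fit its adjusted p was 0.476, and with each EC library left out in turn its log2 fold change stayed between 2.41 and 3.42. Notch1 went from 319 ± 7.46 to 248 ± 44.6 (log2 fold change -0.38, standard error 0.23, adjusted p = 0.5100), and Hey1 from 6.93 ± 3.05 to 4.02 ± 1.15 (log2 fold change -0.79, standard error 0.58, adjusted p = 0.590). Hes1 had 247 ± 1.36 and 239 ± 48.1 (log2 fold change -0.06, standard error 0.23, adjusted p = 0.945), and its sign changed with all 16 libraries in one fit (0.00054). Both directions are those between the library labels, and Zeb2 was not lower under the KO label.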

*Pdgfb* was one of the genes upregulated by *Zeb2-*KO in ECs while in Schwann cells Zeb2 is needed to generate anti-Notch activity.^11^^,^^12^ While the aberrant liver angioarchitecture of *EC^KO^* mice shared some features (e.g. large variation in sinusoidal diameter) with that in *Notch1*-deficient livers, expression of *Notch1* or Notch target genes *Hey1* and *Hes1* were not significantly altered in *Zeb2*-deficient ECs (Supplementary material online, *Figure S14A*), suggesting that they work independently in liver ECs. Therefore, *Zeb2*-*EC^KO^* mice could be an interesting mouse model to further elucidate mechanisms of intussusceptive angiogenesis.

To obtain a more global and functional view on the liver vasculature, we optimized an ultrafast ultrasound protocol previously applied in brain^19^ for the use in liver, which is a soft tissue subject to significant movement, both intrinsic and extrinsic, the latter due to breathing. For this purpose, we applied a complimentary two-dimensional motion correction algorithm. Then, by applying bandpass filtering on the Doppler spectrum in each individual pixel, we showed an increase in blood volume mainly in the smaller/medium-sized vessels of *EC^KO^* livers, in accordance with our microscopic/ultrastructural findings.

Another key observation of our study was that endothelial Zeb2 protects against fibrosis in the liver. As such, our study further underscores that Zeb2 has a tissue, cell type- and context-dependent role in fibrosis. Zeb2 contributes to fibrosis in the heart by stimulating cardiac fibroblast-myofibroblast phenoconversion.^39^ Zeb2 expression has been shown to increase upon CCl_4_-exposure which may be related to non-EC cell types in the liver, including HSCs. In HSCs, Zeb2 has been suggested to have a pro-fibrotic role since its downregulation through mir145 overexpression caused apoptosis and inhibited activation of the HSC LX-2 cell line.^14^^,^^15^ Zeb2 also has a complex role in hepatocytes where *Zeb2* deficiency supports fat accumulation but also enhances liver regeneration via increased hepatocyte proliferation.^14^^,^^15^^,^^21^ In Kupffer cells, Zeb2 has been shown to be an important determinant of their specific identity and differentiation state.^16^ Zeb2 did not affect the zonated expression pattern of LSECs but rather caused a partial LSEC dedifferentiation under baseline conditions. This dedifferentiation (known as ‘capillarization’) was more pronounced upon CCl_4_ challenge. This aggravated capillarization likely contributed to the increased fibrosis upon endothelial *Zeb2* loss, as capillarized LSECs lose their ability to inhibit HSC activation.^6^ The different and sometimes opposite roles for Zeb2 in different liver cell types definitely implies that using Zeb2 as a target for treating liver disease will require a cell type-specific approach. Here, we studied the role of Zeb2 upon toxin-induced liver fibrosis. It remains to be determined whether endothelial Zeb2 would have a similar role in other liver injury models.

Zeb2 has extensively been studied in cancer because of its role in primary tumours and metastasis by promoting EMT.^13^^,^^16^ ECs can also change to a mesenchymal cell phenotype through a similar process, known as endothelial-to-mesenchymal transition (EndoMT).^40^ EndoMT has been suggested to play a role in liver fibrosis since *Erg*-deletion in mice was recently shown to lead to EndoMT and liver fibrosis; the extent to which EndoMT occurs during fibrosis is, however, organ-dependent and is limited in the liver.^40–42^ If Zeb2 would induce EndoMT, its loss in ECs would reduce fibrosis. Based on mRNA expression changes in *Zeb2*-deficient ECs, we found no evidence for a role of Zeb2 in EndoMT (Supplementary material online, *Figure S14B*).

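A list of 18 genes related to EndoMT, written by hand, was tested in ECs. Under the KO label 5 were higher and 13 lower, with a median log2 fold change of -0.61, and 3 passed the threshold, all of them lower. These were Cdh2 (log2 fold change -4.24, standard error 0.65, adjusted p = 0.0361), Fn1 (-3.01, standard error 0.52, adjusted p = 0.0455) and Col3a1 (-1.95, standard error 0.27, adjusted p = 0.0300). Adjusted over the 18 genes alone, 6 passed, all lower. Acta2 fell from 22.8 ± 8.18 to 5.76 ± 1.25 normalized CPM (log2 fold change -2.0, standard error 0.42, adjusted p = 0.0782). Of the 3, Cdh2 is hepatocyte-enriched, and Fn1, which is not, had 355 CPM in WT hepatocytes. With all 16 libraries in one fit 1 of the 18 passed, without Fn1 (adjusted p = 0.0701), and with DESeq2 6 did. The median level of the 10 HSC markers was 23.8 and 38.3 CPM in the EC WT libraries and 8.77 and 11.9 in those labelled EC KO. Among the transcription factors, Snai1, Snai2 and Twist1 had log2 fold changes of 0.41, 0.90 and 0.47 (adjusted p = 0.571, 0.296 and 0.828). The direction again rests on labels with which the Zeb2 count did not fall.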

Depending on which co-factors Zeb2 interacts with, it can either act as transcriptional repressor or activator.^9^ Zeb2 acts mainly as a transcriptional repressor in embryonic stem cells, haematopoietic cells, forebrain neurons, and myelinating cells,^11^^,^^12^^,^^43–46^ but loss of *Zeb2* in ECs revealed a majority of downregulated genes (Supplementary material online, *Figure S4C*). This could be because of its direct aforementioned action as a transcriptional activator through interaction with activating co-factors and/or indirectly occur via Zeb2-dependent repression of EC-specific other repressors, a mechanism that has also been suggested in Schwann cells.^11^^,^^12^ While the pro-angiogenic and dedifferentiation effects resulting from endothelial *Zeb2-*KO were likely mostly the result of a cell-autonomous effect, we propose that the pro-fibrotic effect was related to the disturbed paracrine communication with HSCs. 

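Of the genes past the threshold in ECs, 94.4% were lower under the KO label (95% Wilson confidence interval 91.3% to 96.5%, which covers counting error only). Genes are not independent, since hepatocyte-enriched genes made up 258 of the 288 that were lower and 1 of the 17 that were higher. The share lower was 85.5% with DESeq2 and 83.0% without a filter on low counts. At an unadjusted p-value under 0.05, 67.6% of the 2192 genes were lower. Hepatocyte-enriched genes made up 622 of the 1481 that were lower and 629 of all 2192, so that the share is smaller without them. With DESeq2 and hepatocyte-enriched genes left out, the share lower was 75.8%. The Zeb2 count was not lower under the label that marks its loss.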

A non-autonomous effect has been observed previously in brain cortex development, where Zeb2 present in the upper layers of neurons is needed for the control of appropriate levels of factors that control neurogenesis and gliogenesis in subventricular progenitor cells^45^ and deletion of Zeb2 from the ventricular-subventricular zone in the developing brain affects non-targeted cells.^10^ In contrast to HSCs, endothelial *Zeb2*-KO had the least effect on the expression profiles of hepatocytes and did not change the expression of angiocrine factors known to be involved in hepatocyte zonation,^29–31^ suggesting the communication with hepatocytes was not much affected. Also, endothelial *Zeb2* loss did not influence the hepatocytes’ regenerative response during the regression phase nor did it alter the intrinsic susceptibility of hepatocytes to CCl_4_-induced acute damage. Accordingly, endothelial *Zeb2* deficiency did not disturb the zonated expression pattern of hepatocyte markers, including that of Cyp2e1, the enzyme responsible for the metabolization of CCl_4_ that is required for its hepatotoxicity. In contrast, a recent study in which Gata4, another LSEC-enriched transcription factor, was deleted in LSECs revealed altered paracrine communication with both hepatocytes and HSCs, the former involving decreased angiocrine signals supporting hepatocyte regeneration and zonation and the latter involving increased expression of *Pdgfb*, which is known to activate HSCs.^32^ We also found increased *Pdgfb* expression upon endothelial *Zeb2* deletion, which may co-determine the increased fibrosis seen in *Zeb2-EC^KO^* mice. In addition, our NicheNet analysis predicted numerous downregulated ligands in LSECs that have previously been shown to attenuate liver fibrosis (including *Gdf15, Igf1*, and *Ltf*), hence their concerted downregulation could stimulate HSC activation upon *Zeb2-*KO in ECs.^23–25^ Although the functional importance of these ligands is supported by our observation that a large panel of their predicted targets was also downregulated in HSCs, additional experiments are required to prove their causal involvement in altered HSC behaviour upon endothelial *Zeb2* deletion. While endothelial *Gata4* deficiency caused spontaneous fibrosis, we did not observe this upon endothelial *Zeb2* loss, even after long-term follow-up (Supplementary material online, *Note S10*), suggesting that compared to *Gata4* deficiency, *Zeb2* loss had a less severe phenotype. This aligns with our previous report^8^ that Gata4 has more impact on the LSEC signature than Zeb2; however, the difference could also partly be due to a different timing of the deletion which was during the embryonic stage in the Gata4 study^32^ vs. the adult stage in ours.

Endothelial *Zeb2-*KO did not provoke spontaneous fibrosis, but aggravated fibrosis upon repeated toxin exposure. We therefore propose that while endothelial *Zeb2*-KO can sensitize HSCs by releasing the brake on their activation, an additional challenge is necessary to induce full HSC activation and fibrosis. While endothelial *Zeb2*-deficiency only induced partial signs of spontaneous LSEC capillarization, upon exposure to CCl_4_, the loss of *Zeb2* strongly aggravated this process. Finally, in line with the previous observation that fibrosis is associated with vascular expansion,^7^ exposure to CCl_4_ caused an expansion of the vasculature; however, this expansion was not further increased by endothelial *Zeb2*-KO. Therefore, the pro-fibrotic effect of endothelial *Zeb2*-KO is not likely indirectly caused by vascular expansion and the effect of *Zeb2*-KO on vascular expansion was only apparent in the non-challenged liver. Altogether, we therefore conclude that the increased fibrosis in *EC^KO^* mice was most likely due to increased capillarization and altered EC-HSC communication resulting in increased HSC activation.

In conclusion, we demonstrate that Zeb2 has a cell type-specific and context-dependent role in liver vascular maintenance and fibrosis. Our study also emphasizes the importance of the liver endothelium in the pathogenesis of liver fibrosis. Currently, there are no effective treatments for patients suffering from liver fibrosis, hence the identification of novel candidate targets is urgent. To exploit the protective effect of Zeb2 in ECs against liver fibrosis and bypass its pro-fibrogenic effect in other liver cells, an EC-specific approach should be designed. Alternatively, the HSC quiescence factors we identified that depend on Zeb2 in ECs could be used as new means to tackle fibrosis.

## Supplementary material

Supplementary material is available at *Cardiovascular Research* online.

## Authors’ contributions

W.d.H. designed the study, performed experiments, analysed data, and wrote the manuscript; W.D. performed experiments, analysed data, and edited the manuscript; K.A. performed ultrafast ultrasound experiments and analysed data; A.C., M.W.S., S.Vi., P.V., E.C., M.L., and I.M. performed experiments. W.F.J.v.IJ. coordinated RNA sequencing experiments. S.D.-D., T.D., and M.T. optimized ultrafast ultrasound data processing and analysis; S.Ve. performed NicheNet analysis; E.M. performed RNA sequencing data analysis; T.T. and Y.H. provided a transgenic mouse model and performed experiments; J.J. and B.T. provided human biopsies; G.B. and J.H. provided transgenic mouse models; A.Z., L.A.v.G., and F.P.G.L. provided critical intellectual input; D.H. provided transgenic mouse models and critical intellectual input; A.L. designed the study and edited the manuscript. All authors reviewed and approved the manuscript.

**Conflict of interest:** none declared.

## Funding

This work was supported by internal funding from KU Leuven [C12/16/023 to W.d.H. and A.Z., C14/19/095 to A.L., A.Z., and D.H., and ID-N19/031 to A.L.]; a Program Financing grant [PF/10/014 to A.L.]; a European Research Council grant [FP7-StG-IMAGINED203291 to A.L.]; a Cosmetics Europe/European Commission FP7 Grant [FP7-Health-HemiBio266777 to A.L. and L.A.v.G.]; an Interuniversity Attraction Poles grant [IUAP/P7/07 to A.L., A.Z., and D.H.]; Fonds voor Wetenschappelijk Onderzoek [FWO] grants [G.0A3116 to D.H. and W001420N to A.L., F.P.G.L., and A.Z.]; a ZONMW OffRoad program [2018/23115|ZONMW to E.M.]; a grant of KAKENHI [17K09896 to Y.H.]; a Marie Sklodowska-Curie Actions post-doctoral fellowship [H2020-MSCA-IF-REZONABLE658666 to W.d.H.], a Horizon 2020 Marie Skłodowska-Curie Actions-Innovative Training Network grant [H2020-MSCA-ITN-RenalToolBox813839 to F.P.G.L. and K.A.]; a pre-doctoral FWO fellowship [1157318N to W.D.]; a post-doctoral FWO fellowship [12N5419N LV 2479 to I.M.]; the Inserm Technology Research Accelerator grant in Biomedical Ultrasound [to M.T.]; and a grant from the Dutch Cancer Society [KWF 10339 to F.P.G.L.].

## Data availability

The RNA sequencing datasets underlying this article are available in the NCBI GEO repository at https://www.ncbi.nlm.nih.gov/geo/, and can be accessed with GSE150699.

## Supplementary Material

cvab148_Supplementary_Data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

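RNA from ECs, hepatocytes, HSCs and Kupffer cells of unchallenged livers was sequenced in 16 libraries, with 2 libraries per cell type and genotype label. The authors deposited raw counts, that is, the number of reads they counted per Ensembl mouse gene with HTSeq, with 1 table for each library and without normalization. Each table ends with 5 summary lines of the counter, which were left out of all totals. The genome build, the annotation release, the aligner and the strand setting are not named in the paper's text. For these steps the paper refers to its online supplement, which was not read here and may name them. The identifiers were compared with GENCODE mouse release 21 on GRCm38, which holds 98.9% of them. The description of the series and that of its samples name different library preparations, which was left open.

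Library totals ranged from 12872706 to 15690506 reads on genes, with a median of 14806833. The smallest level that such a depth can show was set at 3 counts, and a fold change against a group at or under this floor is given as a lower bound. Replicates of a group differed by more than sampling noise, with a mean chi-square per gene between 32.4 and 119.5. Intervals for shares are Wilson intervals at the 95% level and cover counting error only.

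Samples were grouped by the cell type and genotype of their labels. The numbers in the labels are not shared between groups, and no pairing of libraries was assumed. Some numbers lie close together across cell types, such as 29, 31 and 32 or 38, 39 and 40 in WT. They may mark a shared liver, which was neither settled nor used in the tests. The paper isolated the 4 cell types simultaneously, so that libraries of different cell types may share a liver, while tests over all 16 libraries treat them as independent. The Zeb2 count was examined first in every library. It was not lower in the EC libraries labelled KO, so that groups are called by their labels. All genes were tested within a cell type with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM normalization, 1 mean per genotype and the quasi-likelihood test, and a Benjamini-Hochberg adjusted p-value under 0.05 was the threshold. Differences between cell types were tested as interaction terms over the 16 libraries. Distances between libraries used log2 CPM (counts scaled to the total of the library) with a prior count of 2, over the 500 genes most variable across the 16 libraries to compare cell types, and over the 500 most variable within a cell type to compare genotypes. Enrichment was tested with Fisher's exact test, one-sided, over the genes tested. With 2 libraries per group, no regrouping of the samples can give a p-value under 0.333, so that no such test was made.

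Both edgeR and DESeq2 were tested on simulated data in which 200 genes had been changed. With the spread of the real libraries edgeR called between 59.6% and 69.5% of the changed genes, with 5.71% to 8.67% of its calls unchanged. DESeq2 called between 71.3% and 81.2%, with 18.4% to 27.2% of its calls unchanged. The interaction test between ECs and HSCs called 21.6% of the changed genes.

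Alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, at least 10 counts in every library, all 16 libraries in one fit, thinning of every library to 12872706 reads, an adjusted p-value under 0.1, unadjusted p-values under 0.05, a minimum absolute log2 fold change of 1, Reactome sets from fgsea 1.28.0, leaving out hepatocyte-enriched genes, and leaving out each replicate in turn. Hepatocyte-enriched genes were the 857 genes with a mean of at least 10 CPM in the WT hepatocyte libraries that was at least 8 times the mean in the WT Kupffer cell libraries. Gene lists for LSEC markers, continuous EC markers, ligands and targets were taken from the paper's text and Figure 2, and the lists for angiogenesis, Pdgf signalling, EndoMT, zonation, lineage markers and cell dissociation were written by hand. The lists, tests and these alternatives were set before the data were examined. DESeq2 with hepatocyte-enriched genes left out RLE size factors for interactions other than that of ECs and HSCs, and other settings for the counts of zonated and EndoMT genes were added after the values had been seen.

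The genes named are those that the paper names for its RNA sequencing, members of these lists, and the 5 genes with the highest and the 5 with the lowest estimated log2 fold change past the threshold in ECs and in HSCs (3 and 3 in Kupffer cells and hepatocytes), taken from genes with a symbol, no overlap between genotypes and a mean of at least 1 CPM in 1 genotype. No gene passed the threshold outside ECs, so that this rule named genes in ECs alone. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9. The qRT-PCR, imaging and CCl_4_ experiments were not analysed here.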

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

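All tests of explanations in this part were chosen after the results were seen.

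The difference between the KO and WT labels was itself different between cell types for some genes, by an interaction term over the 16 libraries at an adjusted p-value under 0.05. The numbers were 6 genes between ECs and HSCs, 309 between ECs and Kupffer cells (KCs), 9 between ECs and hepatocytes, 106 between HSCs and KCs, 13 between HSCs and hepatocytes, and 2 between KCs and hepatocytes. Of the 309 genes, 285 had the lower effect in ECs, and of the 106 genes, 102 had the lower effect in HSCs. The paper's main text compares numbers of genes per cell type and gives no such test. These tests treat the 16 libraries as independent, although the paper isolated the 4 cell types simultaneously, and libraries of the same liver were not matched.

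A candidate explanation is a different amount of hepatocyte RNA in the libraries. With hepatocyte-enriched genes left out, 1 gene was different between ECs and HSCs, 13 between ECs and KCs and 1 between ECs and hepatocytes. The number was 0 between HSCs and KCs and 0 between HSCs and hepatocytes. In this order, the pairs then had 696, 1763, 952, 1470 and 729 genes at an unadjusted p-value under 0.05. With all genes tested they had 799, 2454, 1533, 1952 and 1152. Of the 309 genes between ECs and KCs, 73 are not hepatocyte-enriched, so that the loss of most of these from the list may also reflect the adjustment over fewer small p-values. For 5 of the 6 pairs, most of the genes past the threshold are hepatocyte-enriched and cannot be told apart from hepatocyte RNA. The unadjusted lists, to which chance adds a part, kept most of their number without hepatocyte-enriched genes. Whether hepatocyte RNA explains those genes was not settled. Genes that Kupffer cells express as well are not counted as hepatocyte-enriched, so that the 13 genes left between ECs and KCs can still carry hepatocyte RNA. The 2 genes between KCs and hepatocytes, Mical1 and Gucy1a3, named here after their values were seen, are not hepatocyte-enriched, and 2 genes were still found without the hepatocyte-enriched genes. No other explanation was tested for them. An effect of Zeb2 on the cell types remains a possible explanation next to hepatocyte RNA, on labels with which the Zeb2 count in ECs did not fall.

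In ECs, 15 of the 17 genes higher under the KO label are not named in the paper's main text or Figure 2. They are Hist2h2bb, Rps3a3, Rerg, Map1b, Igsf23, Palm, Trib3, Ifitm10, Rgcc, Capn3, N4bp3, Gm12216, Ces2e, Casp6 and Abhd6, of which all but the first 5 and Rgcc were singled out after their values were seen. Hist2h2bb was at least 45.3-fold higher, and the others had log2 fold changes from 1.29 to 6.97. Fewer reads from other cells in the libraries labelled KO could raise EC genes. The 10 EC markers had a median log2 fold change of -0.0764, and 5 of the 10 were lower. TMM normalization can remove a rise shared by most genes, so that these values do not exclude a larger EC share. In CPM, the markers had 113% and 87.4% of their mean WT level in the WT libraries, and 102% and 91.3% under the KO label. No common rise beyond the spread of the WT libraries was seen. Gene length and GC content, known for 99.8% of the genes tested, had a Spearman's rho with log2 fold change of -0.121 and -0.0299 across genes, which are not independent replicates. For Rps3a3, a processed pseudogene, a variant carried by some of the mice is a candidate explanation: 3 of the 6 KO libraries of the other cell types had between 14.0 and 28.0 CPM and the other 3 at most 0.406, while the 8 WT libraries had at most 0.682. The split within the KO libraries of the other cell types fits this explanation, and genotypes of single mice were not examined. For the other 14 genes a variant was not tested. For these genes a biological difference between the labels stays a hypothesis, and it rests on labels that the Zeb2 count does not bear out.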

How the results depend on the processing

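The alternatives were set before the data were examined, except DESeq2 with hepatocyte-enriched genes left out, and RLE size factors for pairs of cell types other than ECs and HSCs, and the settings for zonated and EndoMT genes, which were added after the values had been seen. Where a value changed, the cause was not tested. Leaving out a replicate leaves 1 library in a group, so that no numbers of genes were computed that way.

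Number of differentially expressed genes. ECs had 305 genes. The number was 302 with RLE size factors, 411 with all 16 libraries in one fit, 382 with thinned libraries and 305 with a minimum absolute log2 fold change of 1. It was 983 with DESeq2, 1259 without a filter, 489 with at least 10 counts in every library, 529 at an adjusted p-value under 0.1, and 2192 and 1500 at unadjusted p-values under 0.05 without and with the minimum fold change. Without hepatocyte-enriched genes it was 0 with edgeR (1665 unadjusted) and 372 with DESeq2. HSCs, KCs and hepatocytes had 0 genes each. DESeq2 gave 408, 72 and 32, no filter 663, 159 and 227, unadjusted p-values 1259, 706 and 821, and these with the minimum fold change 887, 571 and 421. In HSCs the fit of all 16 libraries gave 189 genes and DESeq2 without hepatocyte-enriched genes 80. RLE size factors, at least 10 counts in every library, thinned libraries, an adjusted p-value under 0.1 and the minimum fold change at the adjusted threshold gave 0 in these 3 cell types, as did all 16 libraries in one fit in KCs and hepatocytes and, with edgeR, leaving out hepatocyte-enriched genes in HSCs, where alone of the 3 it was run.

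Share lower in ECs. From 94.4%, the share was 85.5% with DESeq2, 83.0% without a filter, 90.9% at an adjusted p-value under 0.1, 67.6% and 82.5% at unadjusted p-values without and with the minimum fold change, and 75.8% with DESeq2 without hepatocyte-enriched genes. It lay within the confidence interval under the other settings that called any gene.

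Cell types. The 6 genes with a different effect in ECs and HSCs were 7 with RLE size factors and 0 (1079 at an unadjusted p-value under 0.05) when the 8 EC and HSC libraries were fitted alone. With RLE size factors the other pairs had 384 genes for ECs and KCs, 19 for ECs and hepatocytes, 93 for HSCs and KCs, 13 for HSCs and hepatocytes and 2 for KCs and hepatocytes, against 309, 9, 106, 13 and 2. The segregation ratio in ECs, 1.28, was 1.46 with 1 minus Spearman correlation and 1.15 with a prior count of 0.5. Over the same settings and all genes passing the filter, it lay between 1.12 and 1.23 in HSCs, between 0.982 and 1.10 in KCs and between 0.958 and 1.02 in hepatocytes.

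Lists. The angiogenesis odds ratio of 18.8 kept its side of the threshold at unadjusted p-values (2.31) and with at least 10 counts in every library (8.74), and was 0 with the Reactome set, where no gene was a member. The Pdgf odds ratio of 18.2 fell below 1, to 0.799, at unadjusted p-values, and passed the threshold at 14.8 with the Reactome set. The 1 continuous EC marker that was higher past the threshold became 3 higher with DESeq2, 4 at unadjusted p-values and 0 with all 16 libraries in one fit. Rgs5, a marker that was lower, also passed with DESeq2 (adjusted p = 0.0195). The 3 EndoMT genes in ECs became 6 with DESeq2, 7 at unadjusted p-values and 1 with all 16 libraries in one fit. Zonated genes, 0 in ECs and 0 in hepatocytes, became 1 in ECs with DESeq2 and 2 in each at unadjusted p-values. The 18 ligands stayed between 18 and 24 with DESeq2, RLE size factors, all 16 libraries in one fit and unadjusted p-values. All 18 are hepatocyte-enriched, so that leaving out such genes removes them from the test. The 0 targets in HSCs became 42 with DESeq2, 20 with all 16 libraries and 48 at unadjusted p-values. The overlap of genes lower in ECs and HSCs, 0, was 282, 143 and 493 under these settings, of which 259, 142 and 374 were hepatocyte-enriched.

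Single genes. Over 64 genes and 4 other fits, 211 of 256 log2 fold changes kept their direction and side of the threshold, 31 passed it only in the other fit, 12 no longer did, and 2 reversed, both near 0 with all 16 libraries in one fit: Hes1 in ECs (0.00054) and Wnt2 in ECs (0.013). With 1 replicate left out, 15 of 256 values changed sign. With 2 replicates the size of such a move follows from their difference, so that it shows no stability.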

Differences from the paper's values

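In ECs, 305 genes were differentially expressed against the paper's 986. Of the alternatives set before the data were examined, DESeq2 (983 genes) and no filter on low counts (1259 genes) came within 1.5 times of the paper's number, and the others did not. In HSCs, 0 genes passed the threshold (1259 at an unadjusted p-value under 0.05) against the paper's 326. Of the alternatives set before the data were examined, DESeq2 (408 genes) closed the gap and the others did not.

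In Kupffer cells, 0 genes passed (706 unadjusted) against the paper's 110 in its Figure 2A. Of the alternatives set before the data were examined, no filter on low counts (159 genes) came within 1.5 times of it and the others did not. In hepatocytes, 0 genes passed (821 unadjusted) against the paper's 67 in its Figure 2A, and none of the alternatives set before the data were examined closed the gap (DESeq2 gave 32 genes). The paper's text in its section on gene expression gives these 2 numbers to the 2 cell types the other way round. DESeq2 gave 72 genes in Kupffer cells and 32 in hepatocytes.

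The paper states that Zeb2 was deleted efficiently in ECs of its knock-out mice at the mRNA level. In the EC libraries, the log2 fold change of Zeb2, counted over all exons together, was 0.62, with both libraries labelled KO above both WT libraries. The paper states that Lyve1, measured by qRT-PCR on more mice, changed and that Emcn and Apln rose in ECs. Here their log2 fold changes were -0.77, 0.98 and 3.41, none past the threshold with edgeR, and all 3 passed it with DESeq2 (adjusted p = 0.0243, 0.00398 and 0.0437). Over RLE size factors, thinned libraries and all 16 libraries in one fit, their adjusted p reached 0.779, 0.754 and 0.701, each with the last. The paper names Gdf15, Ltf and Igf1 as downregulated ligands. None of them passed the threshold with edgeR, and all 3 did with DESeq2 (adjusted p = 4.77e-06, 0.00526 and 2.57e-06). Over the same fits, the highest adjusted p was 0.103 for Gdf15 and 0.740 for Ltf, both with all 16 libraries in one fit. For Igf1 it was 0.0604, with RLE size factors. Gdf15 also passed it with thinned libraries (adjusted p = 0.0428), and Igf1 with thinned libraries (0.0458) and with all 16 libraries in one fit (0.0174). Of the 24 ligands of its Figure 2C, 18 passed with edgeR, 24 with DESeq2 and 21 with all 16 libraries in one fit. Of the 52 targets that the paper calls downregulated in HSCs, 0 passed with edgeR on the HSC libraries alone (48 at an unadjusted p-value under 0.05), 42 with DESeq2 and 20 with all 16 libraries in one fit. The 10 targets that the paper followed by qRT-PCR, Apoc3, G6pc, Pck1, Krt8, Ccl2, Bhmt, C9, Slco1b2, Cxcr6 and Tmprss6, all passed with DESeq2, and all but Ccl2, Bhmt and Cxcr6 with all 16 libraries in one fit.

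The paper reports that Pdgf signalling was affected in ECs. Here its enrichment among the genes higher under the KO label gave a one-sided Fisher's exact p of 0.0577, and 0.0101 with the Reactome set. The paper finds no change that speaks for a part of Zeb2 in EndoMT. Here 3 of 18 such genes, Cdh2, Fn1 and Col3a1, were lower past the threshold. The number was 6 with DESeq2 and 1 with all 16 libraries in one fit, settings chosen for this number after its value was seen. Cdh2 is hepatocyte-enriched, Fn1 had 355 CPM in WT hepatocytes, and the HSC markers had a lower median level in the EC libraries labelled KO. RNA from these other cells was not separated from a change in ECs, so that the 3 genes do not bear on EndoMT.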

Other observations

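Hepatocyte RNA as an explanation for the genes and ligands lower in ECs and the genes lower in HSCs, and depth for the numbers of genes, were chosen before the results were seen. All other explanations were chosen after. For the ligands, the comparison with the level that hepatocyte RNA gives took its final form after, and so did the use of DESeq2 calls in HSCs, where edgeR called 0 genes (1259 at an unadjusted p-value under 0.05).

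Genes lower in ECs. A candidate explanation for most of the genes lower at the threshold under the KO label is less hepatocyte RNA in those libraries. Of the 288 genes lower at the threshold, 89.6% are hepatocyte-enriched, against 833 of the 14631 genes tested. The share was smaller at an unadjusted p-value under 0.05, where 622 of the 1481 lower genes are hepatocyte-enriched. The 15 hepatocyte markers fell by similar amounts, with 15 of 15 within 1 log2 unit of their median, -2.93. Without hepatocyte-enriched genes, edgeR called 0 genes (1665 at an unadjusted p-value under 0.05). Of the 305 genes past the threshold, 259 are hepatocyte-enriched, and the loss of the other 46 may reflect the adjustment over fewer small p-values, so that the 0 alone does not speak for hepatocyte RNA. DESeq2 called 372, of which 282 were lower and 46 were among the 305. Genes that Kupffer cells express as well are not counted as hepatocyte-enriched, so that these 372 genes can still carry hepatocyte RNA, and whether it explains them was not tested. Gene length and GC content had a Spearman's rho of -0.121 and -0.0299 with log2 fold change across genes. A direct effect of Zeb2 on these genes cannot be told apart from the hepatocyte RNA.

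Genes lower in HSCs. Of the genes lower with DESeq2, 71.4% are hepatocyte-enriched, and 13 of the 15 hepatocyte markers were within 1 log2 unit of their median change, -2.61, in HSCs. With DESeq2, 80 genes passed the threshold when hepatocyte-enriched genes were left out. Of the 1007 genes lower at an unadjusted p-value under 0.05, 407 are hepatocyte-enriched. Hepatocyte RNA may account for most of the genes lower with DESeq2, and the share was smaller over the unadjusted list.

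Ligands and targets. Of the 24 ligands, 19 are hepatocyte-enriched and 23 fell within 1 log2 unit of the median of the hepatocyte markers. Fga, Apob, Apoa1, Ttr, Serpinc1 and Serpina1c are both ligands and hepatocyte markers, so that these genes are partly compared with themselves. From the level of the 807 hepatocyte-enriched genes outside the ligands and targets, the level that hepatocyte RNA alone would give was computed for each library. For 21 of the 24 ligands, both EC WT libraries were within 2-fold of it, Gdf15 (1.42 and 1.83 times it) and Igf1 (0.972 and 1.24 times it) included. The exceptions were Ltf, Serpina1d and Serpina1e, the last 2 with reads shared between paralogs. In the EC libraries labelled KO, 22 of the 24 were within 2-fold, all but Ltf and Gdf15, which had 14.67 CPM against 6.155 in 1 of them. For 31 of the 52 targets, both HSC WT libraries were within 2-fold, and for 18 both of those labelled KO, with 17 within 2-fold in all 4. For 14 targets, Ccl2, Cxcr6, Sele and Tnfaip3 among them, at least 1 of the 2 HSC WT libraries was more than 2-fold above it. These values suggest that the EC counts of most ligands may come from hepatocyte RNA, while for the targets this was left open. Of the 52 targets, 45 fell within 1 log2 unit of the median of the hepatocyte markers. Alb, Apob, Apoc3, Fabp1, Ttr, Apoa1, Hp and Serpina1c are on both lists, so that this count partly compares genes with themselves. A target under the level that hepatocyte RNA gives, such as G6pc under the KO label, does not speak against hepatocyte RNA. The qRT-PCR that the paper made on an extended set of mice was not analysed here.

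Ltf. The other 7 neutrophil markers were all lower in the EC libraries labelled KO, with a median log2 fold change of -1.79 against -2.69 for Ltf. None of these 7 was past the threshold. Neutrophil RNA may account for Ltf in the EC libraries. B cell markers (8 of 8 lower) and T and NK cell markers (12 of 12 lower) shifted the same way, with medians of -1.40 and -1.67. In HSCs, T and NK cell markers were lower for 8 of 8 (median -2.34), Cxcr6, which is also 1 of the targets, among them. Neutrophil markers were higher under the KO label for 8 of 8 in Kupffer cells (median 2.51), 7 of 8 in HSCs (1.25) and 5 of 5 in hepatocytes (1.48), with none past the threshold. For Ltf, the Kupffer cell libraries labelled KO had 65.8 and 0.135 CPM, against 0.335 and 0 in WT. In the HSC libraries Ltf had 0 and 9.34 CPM under the KO label, against 3.07 and 2.82 in WT. The higher mean of Ltf thus came from a single library in both cell types.

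Zeb2. In ECs, Zeb2 was not lower under the KO label. Swapped labels would turn the genes of Figure 2B around, but 12 of the 12 genes with a clear direction there had it in the files, which cannot exclude a swap made before the figure. Kupffer cell and HSC markers predict a difference in Zeb2 of the opposite sign, -2.19% of the one observed. The loss of exon 7 could leave the count per gene nearly unchanged where this exon is a small part of a transcript. The seventh exons of the 7 coding transcripts are 3 distinct exons, and which of them was floxed is not stated in the paper's text. That of 1970 bases makes up 48.5% or 49% of its transcripts, and the others between 1.94% and 4.88%. That the count did not fall cannot be told apart from such a loss without counts per exon, while a loss of the exon gives no reason for the higher count (log2 fold change 0.62, adjusted p = 0.303). Zeb1 had a log2 fold change of 0.06 in ECs (standard error 0.25, adjusted p = 0.949).

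Numbers of genes. Differences in depth did not put ECs first: with libraries thinned to the smallest total, ECs had 382 genes past the threshold and the other cell types 0 (1231 unadjusted in HSCs, 700 in KCs and 769 in hepatocytes). The spread between replicates was smallest in hepatocytes, at 36.8%, where no gene passed (821 unadjusted), so that spread alone does not give the order. It was larger in HSCs (42.7%) and Kupffer cells (51.0%) than in ECs (38.6%), and a part in the difference between these cell types was not ruled out.

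Dissociation genes in KCs. Of 14 genes that respond to cell dissociation, 12 were lower in the Kupffer cell libraries labelled KO, with a median log2 fold change of -1.20, below that of all 10000 random lists of genes of the same size. The same list was lower for 11 of 14 genes in hepatocytes (median -0.425), 11 of 14 in HSCs (-0.184) and 10 of 14 in ECs (-0.170), so that the shift was not seen in Kupffer cells alone. Whether it differed between cell types was not tested. Fos, Jun and Egr1 fell by 3.04, 2.11 and 2.22 on the log2 scale (adjusted p = 0.933 for each with edgeR, 4.33e-06, 0.00408 and 0.00684 with DESeq2). With RLE size factors, thinned libraries and all 16 libraries in one fit, their adjusted p lay between 0.129 and 0.931. Handling of the cells before lysis may produce such a shift, and a response of the cells in the liver would as well, so that the 12 genes cannot tell them apart.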
